# Tau Overexpression Impacts a Neuroinflammation Gene Expression Network Perturbed in Alzheimer’s Disease

**DOI:** 10.1371/journal.pone.0106050

**Published:** 2014-08-25

**Authors:** Paul D. Wes, Amy Easton, John Corradi, Donna M. Barten, Nino Devidze, Lynn B. DeCarr, Amy Truong, Aiqing He, Nestor X. Barrezueta, Craig Polson, Clotilde Bourin, Marianne E. Flynn, Stefanie Keenan, Regina Lidge, Jere Meredith, Joanne Natale, Sethu Sankaranarayanan, Greg W. Cadelina, Charlie F. Albright, Angela M. Cacace

## Abstract

Filamentous inclusions of the microtubule-associated protein, tau, define a variety of neurodegenerative diseases known as tauopathies, including Alzheimer’s disease (AD). To better understand the role of tau-mediated effects on pathophysiology and global central nervous system function, we extensively characterized gene expression, pathology and behavior of the rTg4510 mouse model, which overexpresses a mutant form of human tau that causes Frontotemporal dementia and parkinsonism linked to chromosome 17 (FTDP-17). We found that the most predominantly altered gene expression pathways in rTg4510 mice were in inflammatory processes. These results closely matched the causal immune function and microglial gene-regulatory network recently identified in AD. We identified additional gene expression changes by laser microdissecting specific regions of the hippocampus, which highlighted alterations in neuronal network activity. Expression of inflammatory genes and markers of neuronal activity changed as a function of age in rTg4510 mice and coincided with behavioral deficits. Inflammatory changes were tau-dependent, as they were reversed by suppression of the tau transgene. Our results suggest that the alterations in microglial phenotypes that appear to contribute to the pathogenesis of Alzheimer’s disease may be driven by tau dysfunction, in addition to the direct effects of beta-amyloid.

## Introduction

Filamentous inclusions of the microtubule-associated protein, tau, define a variety of neurodegenerative diseases called tauopathies [1]. The autosomal dominant tauopathy, Frontotemporal dementia and parkinsonism linked to chromosome 17 (FTDP-17), results from mutations in the tau gene, demonstrating that tau is sufficient to cause neurodegeneration [2]–[5]. Alzheimer’s disease (AD) is characterized by both tau aggregates, known as neurofibrillary tangles (NFTs), and extracellular plaques composed of beta-amyloid (Aβ) [6]. Tau also appears to be required for disease progression in AD and in transgenic mutant amyloid precursor protein (APP) derived Aβ-dependent mouse models [7]–[10]. Weighted gene correlation network analysis (WGCNA) [11] of laser microdissected regions in proximity with early NFT pathology from AD patients reveals alterations in an immune function and microglial gene expression network [12]. A similar immune function network was independently identified in AD and shown to correlate with DNA variants as well as amyloid pathology [13], [14], and included genes genetically associated with AD risk [15]–[19]. These results imply that the immune gene expression network associated with AD contributes to the etiology of the disease–or at least provides a permissive environment in which the disease can progress–rather than representing a secondary response to pathology and neuronal damage [20].

A number of tau transgenic mice have been generated to study the mechanisms by which tau participates in the etiology of AD and other tauopathies [21]. The rTg4510 mouse model is particularly informative because expression of the tau transgene can be turned off, allowing for evaluation of tau-induced changes at various stages of disease progression [22]–[25]. rTg4510 mice overexpress human tau containing an FTDP-17 mutation where the proline at position 301 is mutated to a leucine (P301L). The tau (P301L) coding region is downstream of a tetracycline operon–responsive element (TRE), and expression is driven by a second transgene expressing the tetracycline-controlled transactivator (tTA) under control of the Ca^2+^/calmodulin-dependent protein kinase II α (CaMKII α) promoter. tTA constitutively induces tau expression via the TRE, but can be inactivated with doxycycline administration. Behavioral and histopathological characterization of rTg4510 mice demonstrated that overexpression of mutant human tau results in age-related increases in insoluble tau and NFTs, astrogliosis, synaptic and neuronal loss, and impairments in learning and memory [22], [24]–[31], suggesting that this model captures at least some of the key components of human disease.

In this report, we sought to develop a more comprehensive understanding of tau-mediated effects on the pathology and behavior in the rTg4510 mice by characterizing genome-wide gene expression profiles across age and brain regions in rTg4510 and control mice, including laser microdissected hippocampal subfields. In addition, we conducted behavioral studies to assess function across cognitive and non-cognitive domains. Interestingly, the predominant class of gene expression changes were the immune function networks already identified in AD. The changes were age-dependent, coinciding with decreases in markers of neuronal activity and with behavioral deficits, andcould be reversed by turning off tau expression.

## Materials and Methods

### Subjects

rTg4510 mice and littermate controls were generated by crossing TRE-htau (P301L) FVB/N (“htau”) and CaMKIIα-tTA 129S6 (“tTA”) breeders obtained from the Mayo Clinic (Jacksonville, FL). rTg4510 mice were compared to littermate control subjects containing only the tTA transgene, only the htau transgene, or neither transgene (Double Negative; “DN”). Female mice were assessed for age-dependent changes in phenotype starting at 1.9 months of age. Animals were group-housed in colony rooms maintained at constant temperature (21±2°C) and humidity (50±10%). The rooms were illuminated 12 hours per day (lights on at 06h00). Animals had *ad libitum* access to food and water throughout the studies. Behavioral studies were conducted between 08h00 and 15h00. Doxycycline was administered via drinking water for 2 days along with 200 ppm doxycycline in their chow, as previously described [23]. Animals were maintained in accordance with the guidelines of the Animal Care and Use Committee of Bristol-Myers Squibb Company, the “Guide for Care and Use of Laboratory Animals” and the guidelines published in the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Research protocols were approved by the Bristol-Myers Squibb Company Animal Care and Use Committee.

### Laser capture microdissection

Mouse brains were quickly removed and frozen on a bed of powdered dry ice. The brains were sectioned at a thickness of 10 µm, mounted onto pre-chilled polyethylene naphthalate (PEN) membrane slides (Leica Microsystems, Buffalo Grove, IL), and stored at −80°C until further processing. The staining of tissue was performed using an LCM Staining Kit (Ambion, Grand Island, NY) with some modifications to the manufacturer’s instructions. A slide chamber containing 95% ethanol was used to transport a tissue slide from the freezer to the workbench. The slide was then transferred through a series of decreasing ethanol concentrations (95%, 75%, 50%), agitating for 30–40 seconds at each concentration and blotting in between. The slide was laid flat and the tissue was covered with 200 µl of supplied cresyl violet solution for 30 seconds. The slide was then tilted and drained of the staining solution, and immersed through a series of increasing ethanol concentrations (50%, 75%, 95%, 100% twice) for 30–40 seconds each without agitation. The slide was carefully blotted dry, taking care not to disturb the PEN membrane and tissue section, and placed in a slide box containing desiccant sealed with Parafilm for 15 minutes. Processed slides were then laser microdissected using the LMD6000 instrument (Leica Microsystems, Buffalo Grove, IL). Hippocampal subfields were dissected and the tissue was collected in RLT Buffer from the RNeasy Plus Micro Kit (Qiagen, Valencia, CA).

### Gene expression profiling

RNA was isolated from frozen cortices and hippocampi using RNeasy Mini Kits (Qiagen, Valencia, CA), according to the manufacturer’s protocol. The integrity of the RNA was determined using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA). The RNA integrity numbers (RIN) ranged from 8.90 to 10 out of a scale of 10. All total RNA were amplified and labeled with Ovation Pico WTA System and Encore Biotin Module (Nugen INC, San Carlos, CA, USA). Labeled cDNA was hybridized on the Affymetrix Genechip HT-MG-430A (Affymetrix, Santa Clara, CA). All array hybridization, washing and scanning was performed according to the manufacturer’s recommendations.

Gene expression values were normalized with the anti-log RMA Irizarry algorithm. Statistical analysis was performed using Partek Genomics Suite 6.5 (Partek Incorporated, St. Louis, MO). To determine genes with differential expression amongst groups, a 1-way ANOVA model using Methods of Moments [32] was applied: Y_ij_ = µ + Group_i_ + ε_ij_, where Y_ij_ represents the j^th^ observation on the i^th^ Group, µ is the common effect for the whole experiment, and ε_ij_ represents the random effect present in the j^th^ observation on the i^th^ Group. The errors ε_ij_ were assumed to be normally and independently distributed with mean 0 and standard deviation δ for all measurements. To determine differences between two groups, the Fisher’s Least Significant Difference (LSD) method [33] was employed. Genes were considered differentially expressed if they met a false discovery rate cutoff of 0.05 using the step up method [34], with no fold-change cutoff.

In order to understand the biological significance of differentially expressed genes, genes from the data sets that met a False Discovery Rate cutoff of 0.05 were subjected to pathway analysis using Ingenuity Pathway Analysis (IPA, Ingenuity Systems, Redwood City, CA). Pathway analysis identified the pathways from the IPA library of canonical pathways, disease processes, and biological processes, as well as customized pathways, that were most significant to the data set. The significance of the association between the data set and the pathways was measured using the Fisher’s exact test.

Heat maps were generated by shifting the gene expression intensities to a mean of zero and scaling to a standard deviation of one. Hierarchical clustering was conducted using Partek Genomics Suite 6.5 (Partek Incorporated, St. Louis, MO), while other heat maps were generated using the Conditional Formatting function in Microsoft Excel (Microsoft, Redmond, WA).

### Accession codes

Gene expression data have been deposited in the Gene Expression Ominibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) database under the accession numbers GSE56772, GSE57528 and GSE57583.

### qRT-PCR

cDNA was generated by reverse transcribing 300 ng of cortical or hippocampal RNA using the High Capacity RNA-to-cDNA Kit (Applied Biosystems, Carlsbad, CA) according to the manufacturer’s protocol. qPCR was conducted in triplicate for each target gene and each sample on a 7900 Fast Real-Time PCR System (Applied Biosystems, Carlsbad, CA) using the following cycling parameters: 1x (95°C 10 minutes), 40x (95°C 25 seconds+60°C 1 minute). The target genes were amplified using Taqman Gene Expression Assays (Applied Biosystems, Carlsbad, CA). Gene expression levels were determined using the ΔΔCt relative quantification method. Specifically, the technical replicates of the cycle threshold (Ct) values were averaged for each sample and the average Ct for the reference gene (β-actin) was subtracted from the average Ct of the target gene to give the ΔCt value for each sample. Coefficients of variation were much smaller for technical replicates (0.00089–1.56%) than for biological replicates (6.05–23.86%), allowing for the use of technical replicate averages for statistical analysis. To calculate the ΔΔCt, the average ΔCt of the vehicle-treated animals was subtracted from the average ΔCt of the experimental sample. To calculate relative expression, the formula 2^−ΔΔCt^ was used, which assumes doubling of the amplicon every amplification cycle.

### ELISA and protein quantitation

Doxycycline-treated and untreated rTg4510 and tTA mouse brains were homogenized in ice-cold RIPA buffer containing 1x protease inhibitor cocktail (Roche Diagnostics, Indianapolis, IN), 1x phosphatase inhibitor sets I and II (Calbiochem/EMD Millipore, Billerica, MA) at 10 ml/g with a Polytron homogenizer. The homogenates were incubated on ice for 15 minutes, then spun at 14,000×g for 15 minutes at 4°C. The protein level of the supernatants was verified using the BCA Protein Assay Reagent (Pierce/Thermo Scientific, Rockford, IL). The supernatants were tested in a Glial Fibrillary Acid Protein ELISA (Biovendor, Candler, NC) at 0.08 µg protein/100 µl supplied dilution buffer/well for the rTg4510 positive animals and 0.25 µg protein/100 µl supplied dilution buffer/well for the tTA alone and DN animals. The supernatants were also tested in an SPP-1 (osteopontin) ELISA (IBL, Minneapolis, MN) at 15 µg protein/100 µl supplied dilution buffer/well. The samples were tested in duplicate and the results were reported as ng GFAP or osteopontin, as read off of a standard curve, per mg of total protein loaded on the ELISA plate.

80 µl of mouse plasma from each treated animal was shipped on dry ice to Rules Based Medicine (Austin, TX) for analysis in their inflammatory antigen panel (RodentMAP 2.0– Antigens). Of the 58 analytes analyzed, data was returned for 36 assays with values above the lower limit of detection of the assay. The following analytes were detected: eotaxin, fibrinogen, GCP2, haptoglobin, IgGA, IL-7, mCSF1, MDC, MCP1, myoglobin, SAP, VEGFA, Apo A1, CD40, CD40L, CRP, factor VII, basic FGF, IP-10, IL-18, LIF, lymphotactin, MIP-1a, MIP-1b, MIP-1g, MIP-3b, MMP-9, MCP-3, MCP-5, MPO, SCF, TPO, TF, TIMP-1, VCAM-1, VWF.

### Immunohistochemistry

Brain tissue was drop-fixed in 4% paraformaldehyde (PFA) and processed through 15% and 30% sucrose. 40 µm sections were collected using a sliding microtome and stored in cryoprotectant solution. Sections were rinsed in phosphate-buffered saline (PBS) to remove cryoprotectant. Sections were post-fixed in 3.7% formaldehyde in PBS for 10 minutes and washed using PBS (or washed in PBS alone). Endogenous peroxidase activity was removed by incubation in 3% hydrogen peroxide/10% methanol in PBS for 30 minutes. After washing in PBS, slides were blocked in 5–10% normal goat serum/0.1–0.3% triton X-100 in PBS for 60 minutes. Sections were then incubated with antibodies against human tau (HT7-biotin, 1∶3,000, Thermo Scientific, Rockford, MD), Iba-1 (1∶60,000, Wako Chemicals USA, Richmond, VA), glial fibrillary acidic protein (GFAP, 1∶20,000, Dako, Carpinteria, CA), CD68 (1∶1000) or CD11b (1∶2000) (Abcam Inc. Cambridge, MA), diluted in the blocking solution, overnight at 4°C. Following washing in PBS, sections were also incubated with biotinylated anti-rabbit IgG antibodies (Vector Labs, Burlingame, CA) for 1 hour at room temperature. Sections were developed using a Vectastain ABC Elite Kit (with or without 0.1% triton X-100, Vector Labs, Burlingame, CA) for 1 hour followed by detection with diaminobenzidine reagent with or without nickel intensification (Vector Labs, Burlingame, CA).

### Behavioral testing

#### Spontaneous locomotor activity

Following acclimation to the testing room, subjects were placed in the testing apparatus for 60 minutes for automated locomotor activity recording. The testing chamber was a Plexiglas box (25×25×41 cm) equipped with a TruScan activity monitor (Coulbourn Instruments, Allentown, PA) which detects interruptions of 16 photobeams spaced 1.5 cm apart and 0.8 cm above the floor. Locomotor activity was assessed under low lighting conditions (100 lux). Activity was collected in 250 msec intervals and summed for the total 60 minute period. The data were expressed as total distance traveled (in cm).

#### Short term spatial working memory

Subjects were placed into the stem of a Y-shaped maze and allowed to explore the maze for 8 minutes. The maze was made of gray polyvinyl choride (PVC) and each arm was 40 cm in length with walls 24 cm high. The order of arm entry and total number of arm entries was recorded manually. An entry was scored when all four limbs of the animal entered a given arm. A sequence of entering 3 different arms (e.g. 3,2,1 or 2,1,3) was considered one alternation. The total number of alternations was recorded during the 8 minute testing session and expressed as a percentage of total arm entries made. The percent alternation is generally considered an index of spatial working memory and can be disrupted with lesions to frontal cortex, hippocampus, and septal brain regions [35], [36]. The total number of arm entries was recorded as a measure of locomotor activity. Highly repetitive search patterns in the Y maze were described using a stereotypy index, which was calculated from the number of alternations which were repeating in sequence (e.g. 3,2,1,3,2,1,3,2,1 = score of 3) throughout the test session.

#### Novel object recognition

The object recognition task is based on the spontaneous behavior of rodents to explore a novel object more than a familiar one [37], [38]. After a one hour retention interval between training (T1) and testing (T2) sessions, mice remembering the objects from the training session will show a preference for the novel object on the test session. For these experiments, animals were handled for 3 days and habituated to the chamber (48 cm×38 cm×20 cm) on the day prior to the test session. The chamber was made of polyethylene and lined with vinyl flooring. On the test day, animals were placed in the rectangular test chamber and allowed to explore two identical objects (7.6 cm high×5.1 cm wide) for a 15 minute training period. One hour later, mice were placed back into the test chamber for a 10 minute test session, this time with one object they had observed during training and one novel object. Objects were cleaned thoroughly with 25% ethanol between training and testing sessions and between subjects, and were cleaned again at the end of the day with mild detergent. Object exploration was only considered when the animal’s nose was pointed at the object. Exploration was recorded using ObjectScan tracking software (Cleversys, Reston, VA). Data are reported as percent of time spent exploring objects (i.e. novel time/novel+familiar time*100 or familiar time/novel+familiar time*100) and as a discrimation ratio (i.e. novel-familar time/novel+famliar time).

#### Behavioral statistics

Statistical analyses for all behavioral tests were conducted in GraphPad Prism (GraphPad Software, Inc., La Jolla, CA) using an ANOVA followed by a Tukey’s Multiple Comparisons Test when appropriate. For novel object recognition, data were also analyzed using either a 2-way ANOVA followed by Bonferroni’s post-hoc tests on percent exploration time or a 1-way ANOVA followed by Tukey’s post-hoc tests on the discrimination ratio.

## Results

### 

#### Gene expression profiling

rTg4510 mice display progressive increases in tau pathology, sarkosyl insoluble total tau, and sarkosyl insoluble hyperphosphorylated tau from 2 to 6 months of age [22]–[25], [31]. To begin to characterize the effects of mutant tau overexpression on brain function, we analyzed gene expression patterns in the hippocampi of female rTg4510, tTA and DN (Double Negative; littermates containing neither transgene) mice using full genome microarrays (Figure 1A). Principle component analysis (PCA) was used to identify the major sources of variation in the dataset, and to identify any outliers (Figures 1B–C). One outlier was identified and excluded from all analysis (not shown). Both age and genotype contributed to variation in the dataset, including large differences between the tTA and DN controls. tTA littermates were therefore chosen as the key control, since this genotype differs from rTg4510 only by the presence of the tau transgene. 1,523 and 2,749 probe sets showed altered expression between rTg4510 and tTA mice at 4.7 months and 6.1 months, respectively (Fisher’s Least Significant Difference test between rTg4510 and tTA mice at each age, False Discovery Rate, FDR<0.05); 447 probe sets showered altered expression in rTg4510 animals as they aged from 1.9 to 6.1 months (rTg4510 ANOVA of all three age groups, False Discovery Rate, FDR<0.05). Of the probe sets with altered expression between rTg4510 and tTA mice, 165 probe sets, representing 139 genes, also showed age-dependent changes in rTg4510 animals (Figure 1D, Table S1 in File S1). No fold-change cutoff was selected, because defining the genes of interest by using an intersection between three comparisons reduced the chances of introducing false positives. The distribution of fold-changes for the 4.7 month and 6.1 month old rTg4510 females compared to tTA controls is shown in Figures 1E and 1F, respectively, showing a correlation with the magnitude of the expression difference with the significance of the p value, as expected.

**Figure 1:**
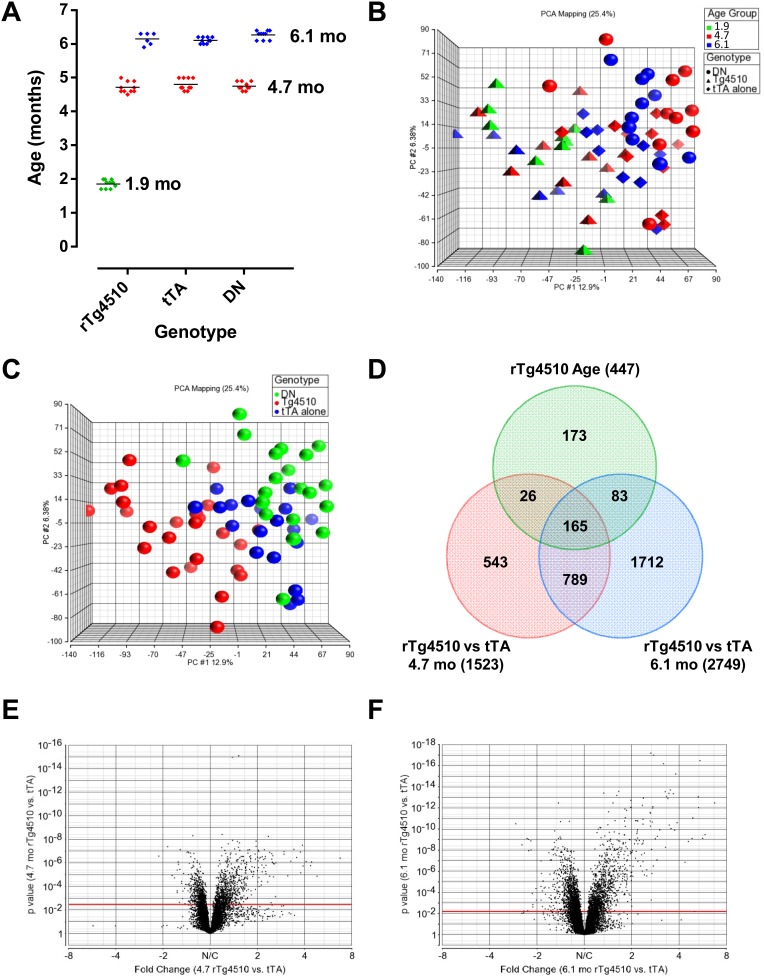
Identification of age-dependent gene expression changes in rTg4510 females. (A) Animals available for analysis included age groups averaging 1.9 months, 4.7 months and 6.1 months, respectively. The 1.9 month old age group was only available for the rTg4510 genotype, while the other age groups were available for all genotypes. (B) Principle Component Analysis (PCA) of full genome expression data of all samples was used to identify any outliers in the sample set. One outlier (6.1 month tTA, not shown) was removed for all analyses. Samples are colored by age (green: 1.9 months; red: 4.7 months; blue: 6.1 months). Genotypes are represented by shapes (spheres: DN; pyramids: rTg4510; octahedra: tTA). (C) Principle Component Analysis (PCA) with samples colored by genotype (green: DN; blue: rTg4510; red: tTA) highlight differences amongst all three genotypes. (D) 447 probe sets were altered as a function of age in rTg4510 females (“rTg4510 Age”, 1-way ANOVA of 1.9, 4.7 and 6.1 month old rTg4510 females, FDR<0.05, no fold-change cutoff). 1523 probe sets were different between rTg4510 and tTA animals at 4.7 months (“rTg4510 vs tTA 4.7 mo”, 1-way ANOVA of 4.7 month old DN, tTA and rTg4510 females followed by Fisher’s Least Significant Difference [LSD] test comparing rTg4510 and tTA, FDR<0.05, no fold-change cutoff), while 2749 probe sets were different at 6.1 months (“rTg4510 vs tTA 6.1 mo”, 1-way ANOVA of 6.1 month-old DN, tTA and rTg4510 females followed by Fisher’s Least Significant Difference [LSD] test comparing rTg4510 and tTA, FDR<0.05, no fold-change cutoff). The intersection of these 3 datasets contained 165 probe sets, representing 139 genes, which define the genes that are significantly altered with age in rTg4510 animals compared to control tTA animals. A 2-way ANOVA to look at an interaction between age and genotype could not be used for this dataset because data for all age groups were not available for all genotypes. (E) Volcano plot of p-value versus fold change of all genes comparing 4.7 month old rTg4510 and tTA animals. The FDR<0.05 cutoff is indicated with a red line. (F) Volcano plot of p-value versus fold change of all genes comparing 6.1 month old rTg4510 and tTA animals. The FDR<0.05 cut-off is indicated with a red line.

Hierarchical clustering was performed in order to understand the pattern of the gene expression changes across groups. The 165 probe sets clustered primarily into modules that were either downregulated or upregulated with age in rTg4510 mice compared to both DN and tTA genotypes (Figure 2A–B).

**Figure 2:**
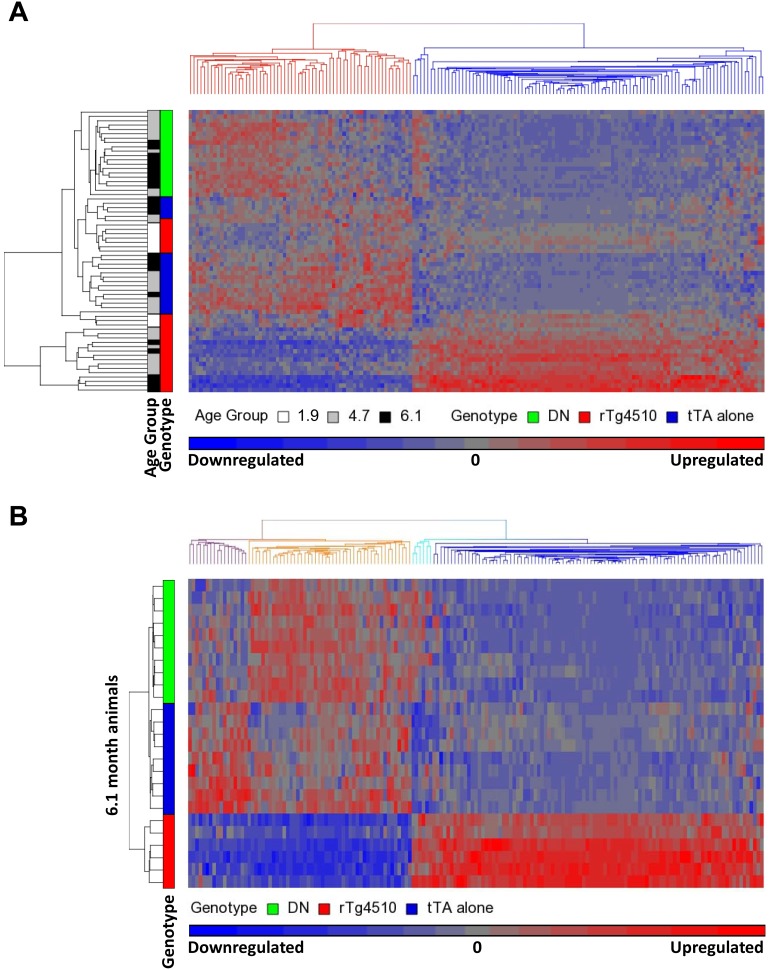
Heirarchical clustering of age-dependent gene expression changes in rTg4510 mice. Heirarchical clustering of the 165 probe sets that showed age-dependent changes in rTg4510 mice (A) using all ages and genotyopes analysed, or (B) only 6.1 month old animals, illustrates probe sets that were either downregulated or upregulated with age in rTg4510 animals. Standardization was achieved by shifting the expression values to a mean of zero and scaling to a standard deviation of one.

The biological roles of the 139 genes with altered age-dependent expression in rTg4510 females were investigated by subjecting them to Ingenuity Pathway Analysis. The most significant disease and biological functions of this set of genes was inflammatory responses, with p values ranging from 1.52×10^−3^ to 8.93×10^−12^ (Table S2 in File S1). Similarly, the top canonical pathways overrepresented by these genes were predominantly inflammatory pathways (Figure 3, Table S3 in File S1). Some of the key inflammatory genes driving these associations are shown in Figure 4. The complement pathway was the most significantly impacted canonical pathway in rTg4510 mice (Figure 4–5).

**Figure 3:**
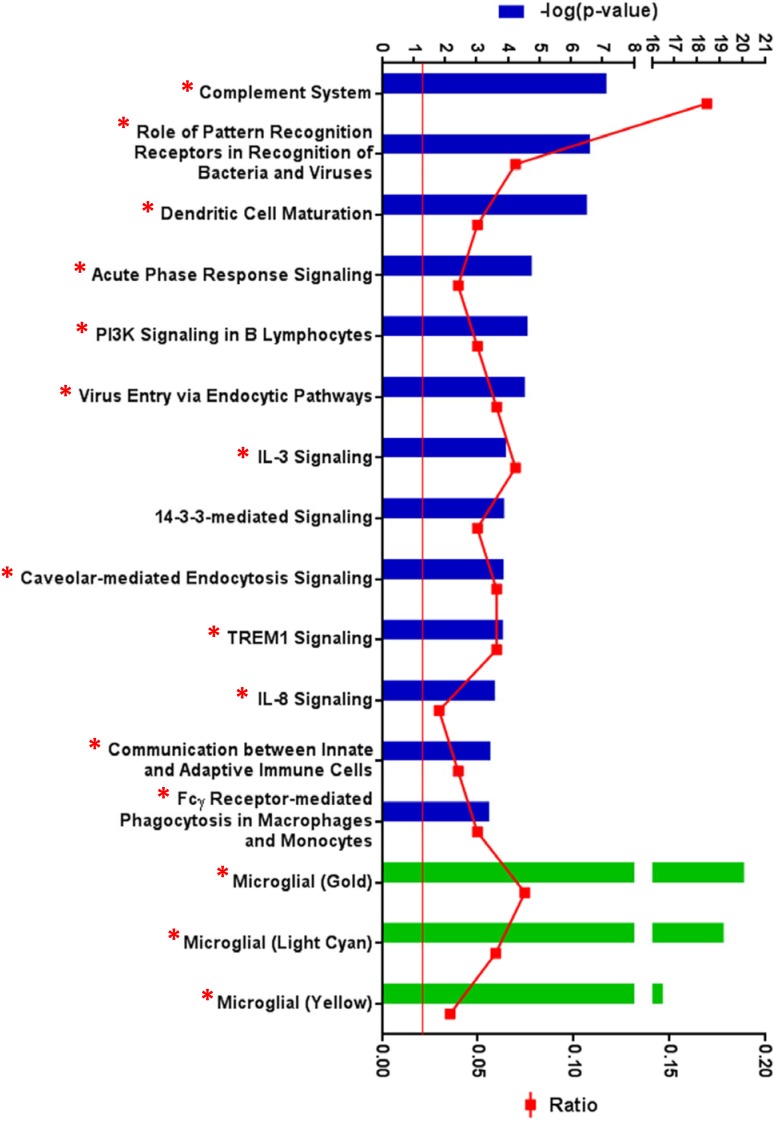
Inflammatory pathways are overrepresented by age-dependent gene expression changes in rTg4510 animals. The 139 genes whose expression change with age in rTg4510 animals were subjected to Ingenuity Pathway Analysis. The top axis represents the –log(p-value) of the probability that the gene set represented the canonical pathway by chance, as determined by the Fisher’s Exact Test, with the red line delineating p = 0.05 threshold, and the bottom axis represents the ratio of the number of genes from the query gene set in the pathway to the total number of genes in the pathway. The top canonical pathways, shown by the blue bars, significantly overrepresented by these genes fell predominantly in pathways involved in inflammatory responses, as indicated by the red asterices. The green bars show that these genes also significantly overlap with gene expression modules affected in AD [14]. Gene expression modules identified by weighted gene correlation network analysis (WGCNA) are named by assigning arbitrary colors [11], in this case gold, light cyan and yellow. The genes that fell into these pathways are shown in Table S3 in File S1.

**Figure 4:**
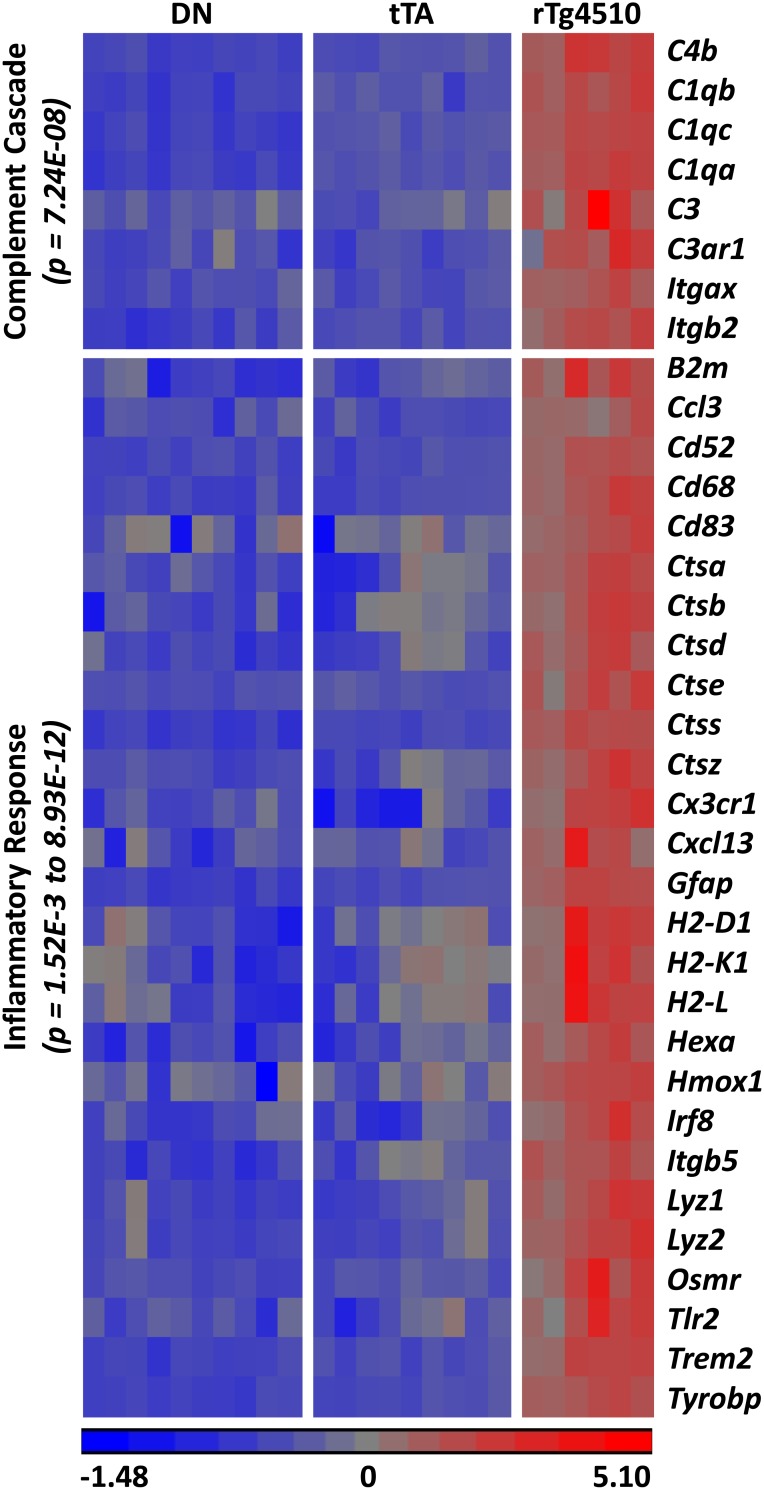
Key inflammatory gene expression changes in 6.1 month old rTg4510 females. Heat map of key inflammatory genes with age-dependent expression changes in rTg4510. Data for only 6.1 month old animals are shown. Pathway analysis revealed that the complement cascade was the most significantly affected canonical pathway in the IPA library (p = 7.24×10^−8^). However, IPA does not include *Itgax* (CD11c) and *Itgb2* (CD18)–which encode subunits of complement receptors–in the canonical complement pathway, so the p value for the complement cascade is underestimated. Many of the other genes fell into various inflammatory response pathways, with p values ranging from 1.52×10^−3^ to 8.93×10^−12^. Standardization was achieved by shifting the expression values to a mean of zero and scaling to a standard deviation of one.

**Figure 5:**
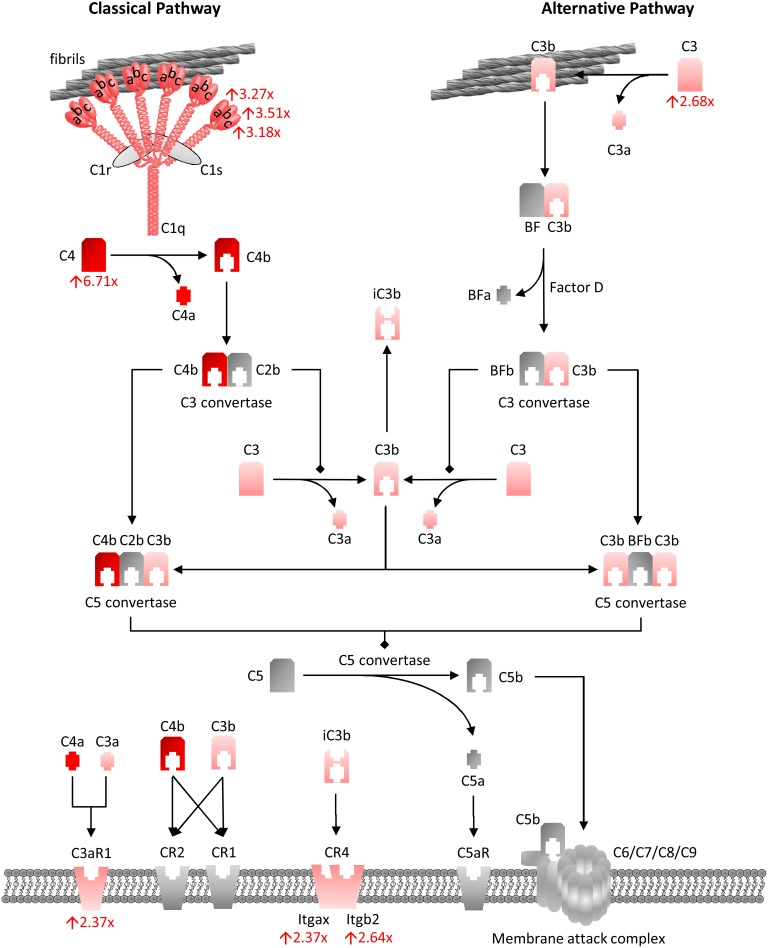
Upregulation of the complement system in rTg4510 mice. The complement cascade, shown here adapted from the IPA library, is the most significant pathway overrepresented by genes with age-dependent changes in expression in rTg4510 hippocampus. All gene expression changes in this pathway were increases in expression. The degree of shading in red corresponds to the amount of upregulation in rTg4510 hippocampus compared to tTA at 6.1 months of age, with the numbers indicating the fold-change.

One of the top genes to change expression with age in rTg4510 mice, *Trem2*, is also genetically associated with AD [16], [17]. To further relate gene expression changes in rTg4510 animals to human neurodegenerative disease, we used the Fisher’s Exact Test to compare the 139 affected genes to gene expression modules that were identified in AD using Weighted Gene Correlation Network Analysis (WGCNA) [14]. Interestingly, the 139 genes showed significant overlap with several of the microglial gene expression modules identified in AD, with p values ranging from 3.16×10^−17^ and 7.94×10^−21^ (Figure 3, 6, Table S3 in File S1). Furthermore, this gene set showed significant overlap with AD-related synaptic transmission modules, albeit with much higher p-values (p = 0.010 and 0.039, Figure 6, Table S3 in File S1). Almost all the genes overlapping with the microglial modules were upregulated with age in rTg4510, and almost all the genes overlapping with the synaptic transmission modules were downregulated (see Table S1 in File S1). When the upregulated and downregulated genes were compared with the AD gene expression modules separately, the significance of the overlap with the respective modules improved substantially, particularly for the microglial modules (Figure 6). The identities of the genes that fall into the different modules are shown in Table S1 in File S1. Ingenuity network analysis of all the genes with altered age-dependent expression in rTg4510 hippocampus resulted in a network very similar to the gene expression networks observed in AD, with TYROBP and CD68 forming major hubs (Figure 7) [14].

**Figure 6:**
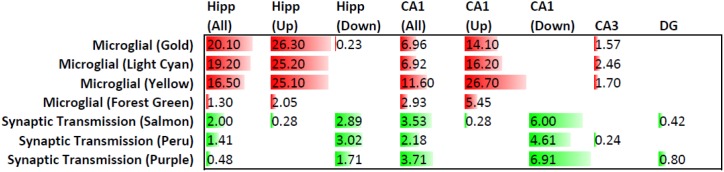
Relationship of gene expression changes in rTg4510 compared to AD brains. Genes with differential expression in rTg4510 brains were compared to gene expression modules affected in AD [14] using the Fisher’s Exact Test. Query samples included all the 139 differentially expressed genes in hippocampus, “Hipp (All)”, the 82 that were upregulated, “Hipp (Up)”, the 57 that were downregulated, “Hipp (Down)”, as well as the genes that were impacted in the CA1, DG, and CA3 microdissected samples. Numbers represent the probability, expressed as –log(p) values, that the query gene sets overlapped with the AD gene expression modules by chance, with –log(p) >1.30 (i.e. p<0.05) serving as the cutoff for significance. When no numbers are indicated, no genes in the query set were present in the modules. The microglial modules (shown in red) were most affected in the Hipp (All), Hipp (Up) and CA1(Up) datasets, whereas the Synpatic Transmission modules (shown in green) were mode affected in the Hipp (Down), CA1(All) and CA1(Down) datasets. Gene expression modules identified by weighted gene correlation network analysis (WGCNA) are named by assigning arbitrary colors [11], in this case gold, light cyan, yellow, forest green, salmon, peru and purple.

**Figure 7:**
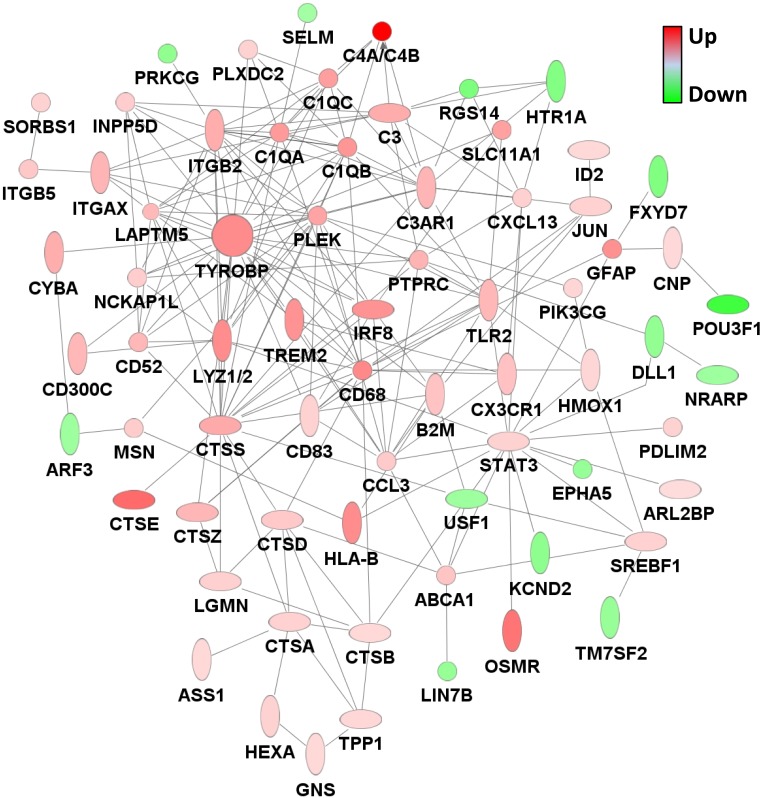
Microglial gene expression network altered in rTg4510 mice. Most of the genes with age-dependent gene expression changes in rTg4510 mice compared to controls fall into an interconnected network of genes related to microglial function. TYROBP forms a major hub of this network. Colors indicate levels of gene expression changes in rTg4510 mice at 6.1 months of age compared to tTA controls, with red indicating upregulation and green indicating downregulation. The network was generated in Ingenuity Pathway Analysis and additional interactions were added using STRING (Search Tool for the Retrieval of Interacting Genes/Proteins) [63].

To confirm the gene expression profiling results and determine the extent of neuroinflammation in rTg4510 mice, expression levels of key neuroinflammatory genes and their protein products were evaluated by qRT-PCR, ELISA and immunohistochemistry in the cortex. Expression of *complement 4B (C4b), glial fibrillary acidic protein (Gfap)* and *osteopontin (Spp1)*, which represent neuroinflammatory changes in various cell types, including microglia, astrocytes, and possibly infiltrating monocytes and other immune cells, were also found to be dramatically upregulated in the frontal cortex by qRT-PCR (Figure 8). Upregulation of GFAP and osteopontontin in the cortex was further confirmed at the protein level by ELISA (Figure 9). To examine the morphological and anatomical changes in myeloid cells (which may include microglia or infiltrating monocytes) and astrocytes, brain sections were stained for CD68 and GFAP, respectively (Figure 10). These antigens were chosen because they are well-characterized antigens forimmunohistochemistry, and were upregulated at the gene expression level in rTg4510 animals. Both CD68 and GFAP showed increases in staining with age in rTg4510 mice, but did not change in control tTA mice. CD11b, a microglial marker that showed modest upregulation at the gene expression level, also showed a modest increase in signal in rTg4510 brain with age by immunohistochemistry (Figure S1).

**Figure 8:**
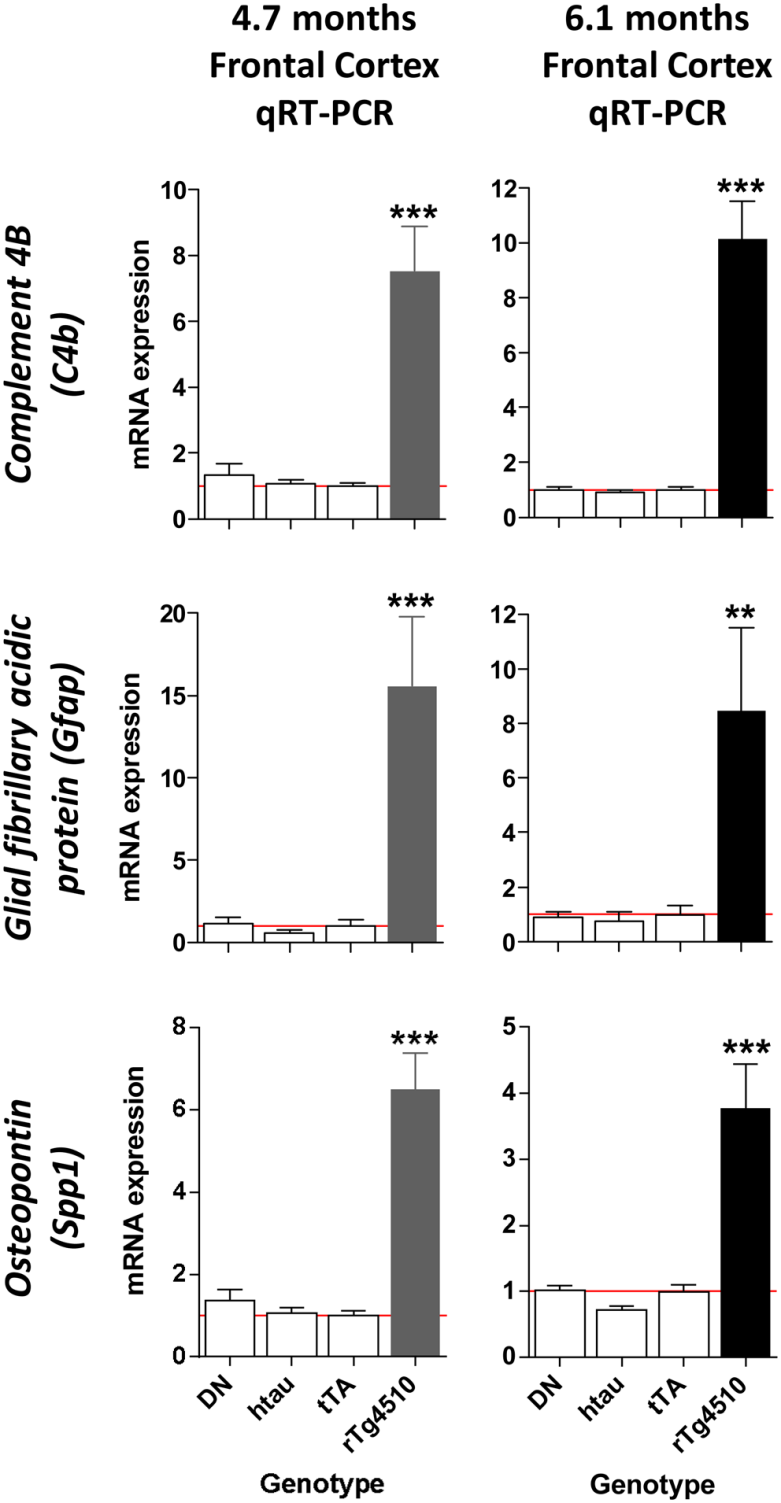
Inflammatory genes upregulated in the rTg4510 frontal cortex. *C4b*, *Gfap* and *Spp1* mRNA expression levels were higher in rTg4510 animals compared to all other genotypes in the frontal cortex, as determined by qRT-PCR. mRNA expression levels are all normalized to tTA. **p<0.01, ***p<0.001 compared to tTA using the Dunnett multiple comparison test. Error bars indicate SEM.

**Figure 9:**
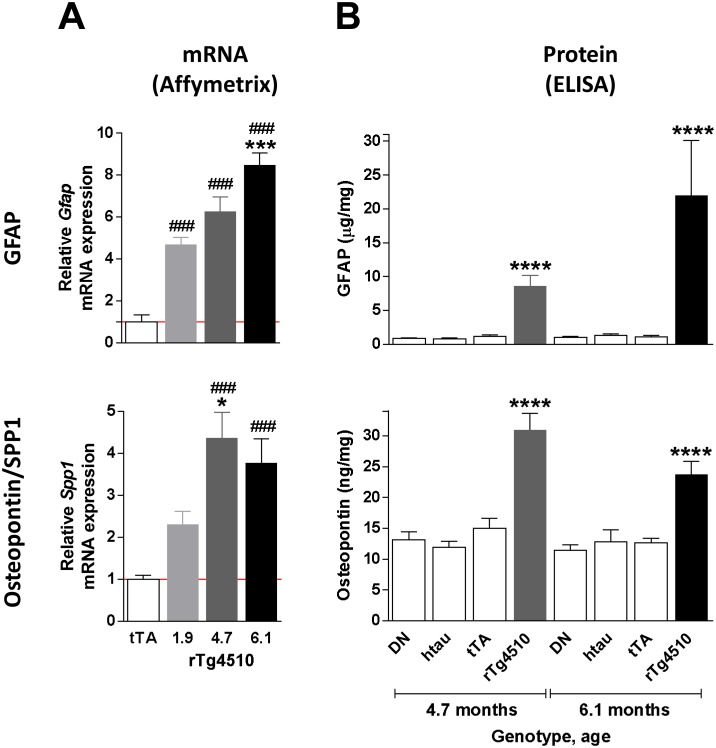
Upregulation of neuroinflammation markers in the rTg4510 brain. (A) *Gfap* and *Spp1* (which encodes for osteopontin) were upregulated at the mRNA level, as measured on Affymetrix microarrays, in rTg4510 hippocampus. *Gfap* expression increased progressively across the 3 age groups, whereas *Spp1* increased between 1.9 and 4.7 months of age, but did not differe significantly between 4.7 and 6.1 months of age. Expression levels are normalized to 6.1 month old tTA animals. Significance was determined using a one-way ANOVA followed by the Dunnett multiple comparison test. *p<0.05, ***p<0.001 compared to 1.9 month-old rTg4510. ^###^p<0.001 compared to tTA. (B) GFAP and osteopontin protein levels, as measured by ELISA, were significantly highers in the cortex of rTg4510 animals at 4.6 and 6.1 months. Significance was determined using a one-way ANOVA followed by the Dunnett multiple comparison test. ****p<0.0001 compared to tTA of the respective ages. Error bars indicate SEM.

**Figure 10:**
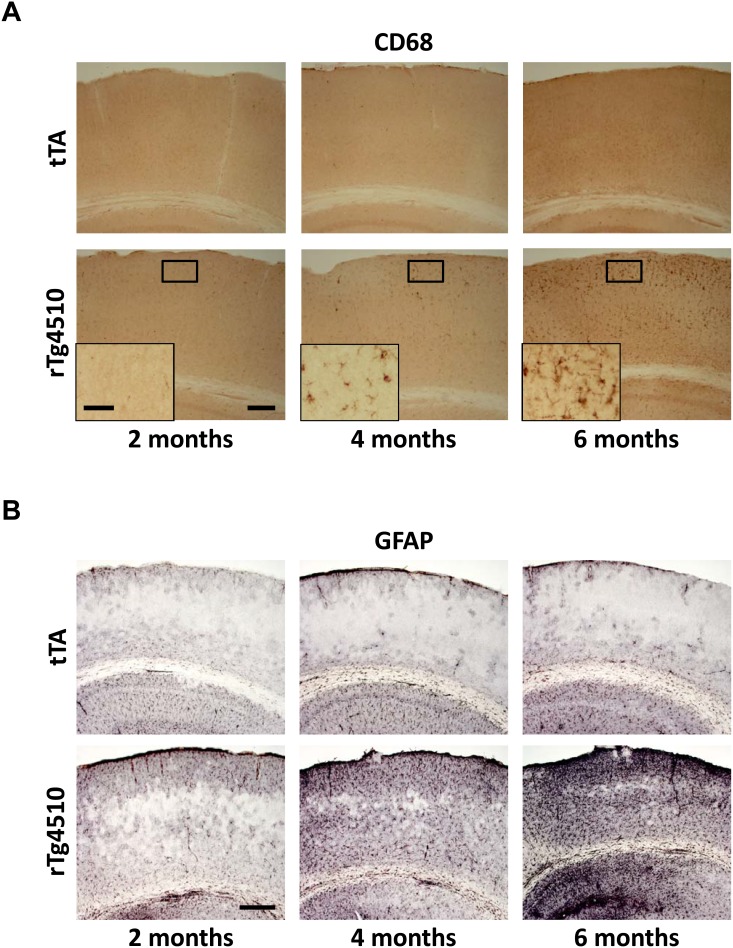
Immunohistochemistry of microglial and astrocytic markers. Cortical staining for (A) the microglial marker, CD68, and (B) the astrocytic marker, GFAP, increased as a function of age in rTg4510 animals, but remained unchanged in tTA animals. Scale bar, 200 µm, inset scale bar, 50 µm.

We chose to focus our gene expression studies on female mice to avoid any confounds caused by gender differences. Future studies will be required to determine whether gene expression changes in rTg4510 animals differ between males and females. *Suppression of tau expression.*

To further confirm that the inflammatory gene expression changes observed were dependent on tau, 4 month old rTg4510 animals and genotype controls were administered doxycycline in their chow until 5.3 months of age (i.e. 6 week treatment). As expected, levels of human tau (Figure 11A, B) and phospho-tau (data not shown) were greatly reduced with doxycycline treatment. Reduced human tau expression appeared to be most pronounced in a distinct cortical layer (Figure 11A). Surprisingly, astrocyte activation, as measured by GFAP immunohistochemistry (Figure 11A), qRT-PCR (Figure 11B) and ELISA (Figure 11C), as well as microglia activation or monocyte recruitment, as measured by Iba1 immunohistochemistry (Figure 11A), were also reduced with doxycycline treatment. The most robust reduction of GFAP staining appeared to occur in the same cortical layer that showed the most robust reduction in human tau staining (Figure 11A). To get a better idea of whether this reduction was due to prevention of further inflammation or resolution of existing inflammation, rTg4510 mice were treated with doxycycline for 1, 3 or 6 weeks up to 5.3 months of age. Significant reduction in *Gfap* mRNA expression was observed even after 1 week of treatment, with further reduction following longer treatments (Figure 11B), suggesting that neuroinflammation was actually being reversed, not just halted. A similar result was observed for mRNA expression of the myeloid gene, *Cd14*, demonstrating that neuroinflammation caused by multiple cell types was being reversed (data not shown).

**Figure 11:**
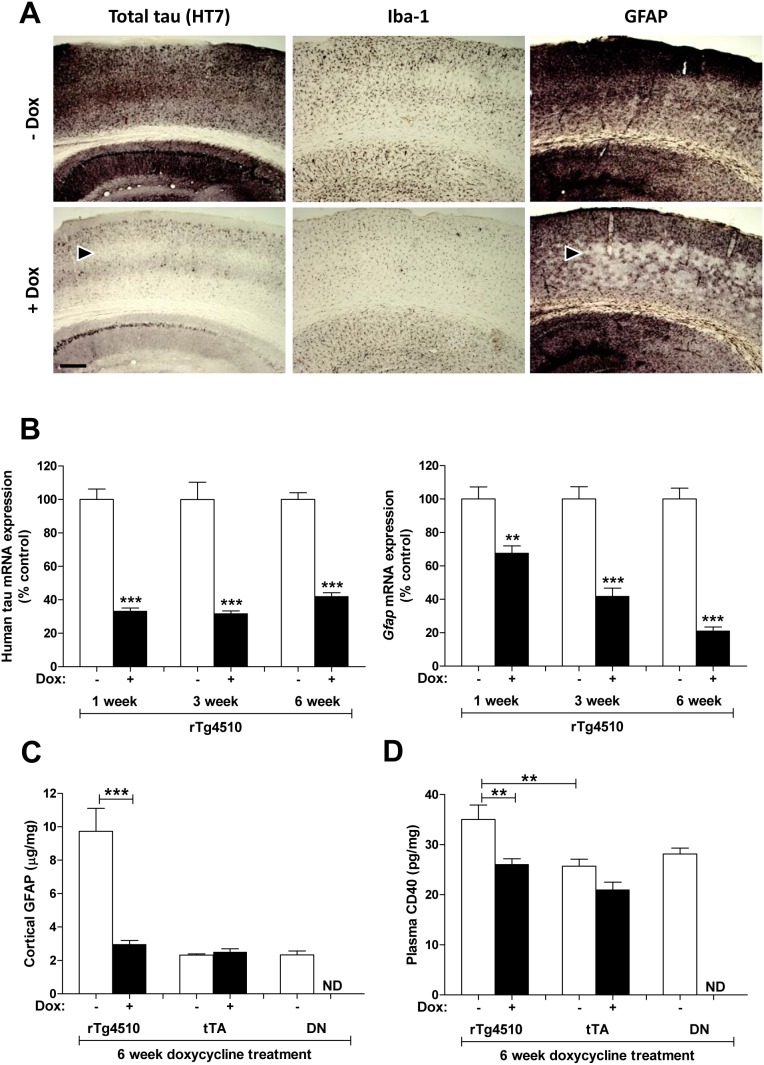
Suppression of tau expression leads to reversal of inflammation. (A) Administration of doxycycline (Dox) to rTg4510 mice resulted in a decrease in total human tau (HT7) in the cortex and hippocampus. The most dramatic reduction was observed in cortical layer IV (arrowhead). Doxycycline administration also resulted in a decrease of Iba-1 and GFAP staining in the cortex. Scale bar, 200 µm. (B) Doxycycline resulted in a decrease in human tau and *Gfap* gene expression measured by qRT-PCR after 1 week of treatment. Further reductions in *Gfap* gene expression were observed with progressively longer treatments prior to 5.3 months of age. (C) Quantitation of GFAP levels by ELISA reveal a 3-fold reduction in rTg4510 mice with 6 weeks of doxycycline treatment, but no change in tTA mice. (D) Plasma levels of the monocyte marker, CD40, were higher in rTg4510 animals than tTA controls, and were suppressed to tTA levels after 6 weeks of doxycycline administration. **p<0.01, ***p<0.001 using the Dunnett multiple comparison test. Error bars indicate SEM.

### Plasma analytes

Given the robust changes in inflammatory endpoints we observed in rTg4510 brain tissue, we were interested to determine if similar changes also occured in peripheral inflammatory markers. Such analytes could have utility as biomarkers for tracking disease progression or pharmacodynamic responses. 36 analytes were measured in plasma samples using a Rules Based Medicine multiplex assay. Although this assay did not include proteins corresponding to any of the genes that were upregulated in the rTg4510 brain, a number of inflammatory markers were included (see Materials and Methods). Indeed, one inflammatory marker, CD40, was significantly elevated in the plasma of 5.3-month old rTg4510 mice compared to tTA controls (Figure 11D). This elevation was reversed by doxycycline treatment, suggesting that it was dependent on tau expression in the brain (Figure 11D). The CD40 ligand (CD40L) showed similar trends as CD40, though these changes were not statistically significant. No other analytes tested showed doxycycline-reversible differences in rTg4510 mice. While CD40 gene expression was not altered in the brains of rTg4510 mice, CD40 is a marker for monocytes and other inflammatory cells, and may reflect immune activation as a result of signaling from the brain.

### Gene expression profiling of microdissected hippocampal subfields

To examine gene expression alterations in the hippocampus at higher resolution, the cellular layers of the major hippocampal subfields–the pyramidal layers of *cornu ammonis* 1 and 3 (CA1 and CA3) and the granular layers of the dentate gyrus (DG)–were isolated by laser microdissection and subjected to transcriptional profiling (Figure 12A). In contrast to the whole hippocampus, very few gene expression alterations were observed at 4.5 months of age in any of the three subfields (Figure 12B). This disparity with the whole hippocampal results may be due to the contributions of regions not included in the laser microdissection, such as the hilus, which contain few neuronal cell bodies but are rich in glial cells. In contrast, dramatic changes were observed at 6.1 months of age (Figure 12B). 

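The subfield data at 4.5 months come from 17 mice labelled female, 6 double negative (DN) mice that carry neither transgene, 5 tTA mice that carry only the tetracycline-controlled transactivator, and 6 rTg4510 mice that also carry the mutant human tau transgene it drives. One array was made from the CA1, one from the CA3 and one from the DG layer of each mouse, so that each subfield has 17 arrays. The authors deposited log2 signals computed by RMA, which corrects the background, normalizes the arrays and summarizes the probes of each probe set. Of 22716 probe sets, 90 control probe sets were left out and 22626 were tested. The median signal of an array lay between 2.91 and 3.12 on the log2 scale, with medians over the genotypes of 3.05 (DN), 3.02 (tTA) and 3.07 (rTg4510) in CA1. Across probe sets, which are not independent replicates, each array correlated with the mean of the other arrays of its subfield at r between 0.925 and 0.987. The difference between the 3′ and 5′ probe sets of Gapdh, a sign of RNA quality, lay between 1.62 and 3.63 on the log2 scale, and was highest among the DN arrays of CA1 and CA3 in those labelled DN mouse 4 (3.20 and 3.17). Of all 51 arrays it was highest in the DG array labelled rTg4510 mouse 5 (3.63), which also had the lowest correlation (0.925). The same difference for actin lay between −0.89 and −0.02 over all arrays, and was −0.73 in that DG array. Markers fixed for each subfield were highest in the subfield of the label in 43 of 51 arrays, and the 8 exceptions were CA1 arrays, labelled DN mice 1, 2 and 5, rTg4510 mice 1, 3 and 6, and tTA mice 1 and 4.
Within each subfield the 3 genotypes were fitted together with limma, a linear model in which each probe set borrows information on its spread from the others, and genotypes were compared at a Benjamini-Hochberg adjusted p of 0.05. Subfields were compared with the mouse as a block, since the 3 arrays of a mouse come from 1 animal. In 5 of the 51 arrays the signal of Prnp went against the genotype of the label. These are the 3 arrays labelled DN mouse 4 and the DG arrays labelled DN mouse 5 and rTg4510 mouse 3. Xist, a gene transcribed from the inactive X chromosome of females, was at 2.49 and 4.06 in the CA1 and CA3 arrays labelled DN mouse 5 and at 2.50 in the DG array labelled rTg4510 mouse 3, against the female label, so that the sex of DN mouse 5 is in doubt too. All were kept under their labels, and the fits without the 5 arrays, or without 7 that include the other arrays of DN mouse 5, were chosen after seeing the data.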

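Prnp, which encodes the prion protein, was the 1 gene with a probe set that rose in rTg4510 mice against tTA mice at an adjusted p under 0.05 in any subfield at 4.5 months, and it did so in CA3. Its log2 signal in CA3 was 9.78 ± 0.18 (SD, n = 6) in rTg4510 mice and 7.81 ± 0.43 (SD, n = 5) in tTA mice, a difference of 1.97 (standard error 0.27, adjusted p = 0.0387 from limma). The difference in Prnp was 2.20 (standard error 0.45, adjusted p = 0.678) in CA1 and 1.51 (standard error 0.54, adjusted p = 0.789) in the DG. The other, brighter probe set of Prnp differed by 1.24 (standard error 0.20, adjusted p = 0.13) in CA1, 0.95 (standard error 0.16, adjusted p = 0.113) in CA3 and 0.72 (standard error 0.29, adjusted p = 0.804) in the DG. Every rTg4510 array lay above every tTA array at the former probe set in CA1 and in CA3, and 5 of 6 did so in the DG, where the array labelled rTg4510 mouse 3 was at 7.34. The arrays labelled DN mouse 4 were at 10.44 in CA1, 9.65 in CA3 and 9.98 in the DG, and the DG array labelled DN mouse 5 was at 9.93. Without the 5 arrays, which were chosen by Prnp itself after seeing the data, the adjusted p was 0.0364 in CA1, 0.000351 in CA3 and 0.000155 in the DG, and without the 7 arrays it was 0.0753 in CA1 and 0.000408 in CA3 at the same probe set. The call of Prnp in CA3 held without DN mouse 2 (adjusted p = 0.0247), DN mouse 4 (0.000351), DN mouse 5 (0.0436) or tTA mouse 3 (0.0377). It was lost without DN mouse 1 (adjusted p = 0.0601), DN mouse 3 (0.0733), DN mouse 6 (0.0682), rTg4510 mouse 1 (0.11), rTg4510 mouse 2 (0.164), rTg4510 mouse 3 (0.0606), rTg4510 mouse 4 (0.144), rTg4510 mouse 5 (0.0795), rTg4510 mouse 6 (0.152), tTA mouse 1 (0.14), tTA mouse 2 (0.123), tTA mouse 4 (0.179) or tTA mouse 5 (0.0989), and with Fisher's LSD, the test of the methods (0.0697). Centring each array on its median also ended the call (0.0885). The difference itself lay between 1.80 (without tTA mouse 5) and 2.10 (without tTA mouse 3) when single mice were left out. A fit of all arrays with the mouse as a random block called 0 in CA3. The fit with 1 probe set per gene also called 0. It left out Prnp, whose probe sets the platform does not name, so it cannot weigh this call. The call held with an intensity trend (0.00587), array weights (0.00604), a filter on signal (0.0312), quantile normalization (0.046) or only the 2 genotypes (0.012).

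**Figure D1:**
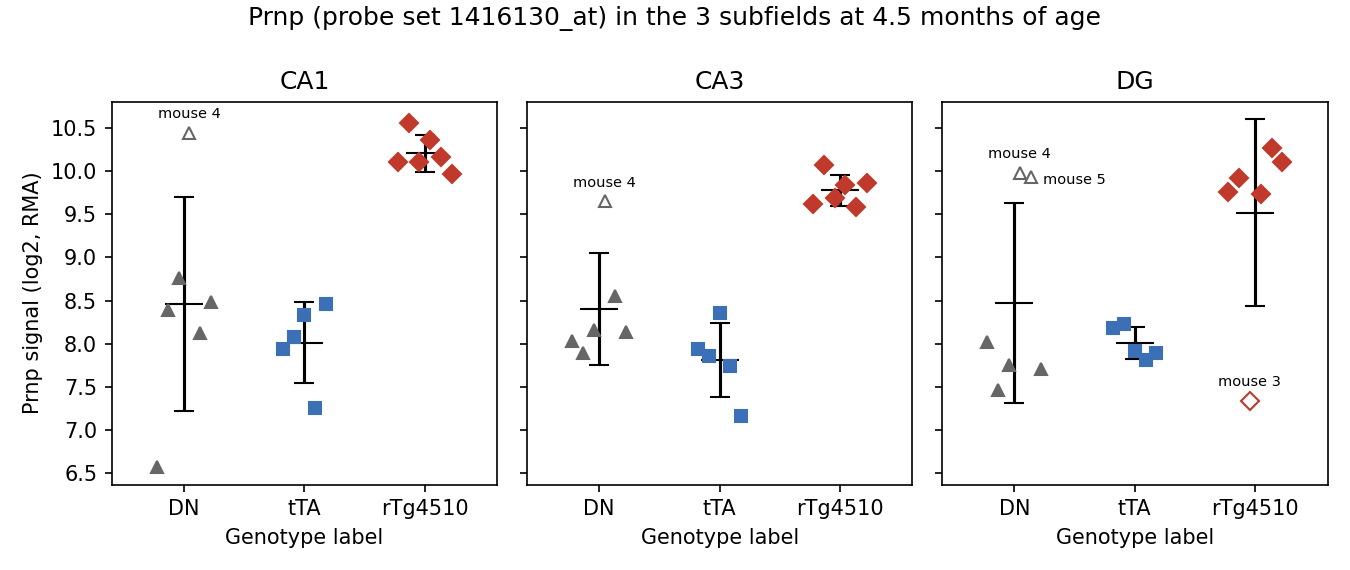
Log2 RMA signal of Prnp (vertical axis) by genotype label (horizontal axis) in CA1, CA3 and the DG. Points are arrays, bars give the mean ± SD, and open symbols are the 5 arrays whose Prnp goes against the genotype label. In CA1 the rTg4510 arrays lie between 9.96 and 10.55 and the tTA arrays between 7.26 and 8.46.

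Genes of oligodendrocytes, the cells that form myelin, were higher as a group in rTg4510 mice than in tTA mice in each subfield. Of 15 measured, 15 lay higher in CA1 (median log2 difference 0.95), 13 in CA3 (median 0.85) and 15 in the DG (median 0.74). The adjusted p values of these differences from camera were 6.2e-08, 5.0e-06 and 7.1e-05, against adjusted p = 0.66, 0.66 and 0.697 with an estimated correlation. Cnp, an enzyme of myelin, differed by 1.56 in CA3 (standard error 0.35) and Mog, a glycoprotein of the myelin surface, by 1.00 (standard error 0.29), the 2 members that passed in CA3 when adjusted over the list alone (adjusted p = 0.00599 and adjusted p = 0.023 from limma). Trf, the iron carrier transferrin, differed by 1.77 in the DG (standard error 0.51), where it passed when adjusted over the list alone (adjusted p = 0.0447). Over all probe sets tested, none of the 3 passed (adjusted p = 0.691 for Cnp, 0.787 for Mog and 0.673 for Trf). The score of these genes, averaged over the 3 subfields of a mouse, was 0.504 ± 0.556 (SD, n = 6) in rTg4510 mice and −0.29 ± 0.246 (SD, n = 5) in tTA mice, and 6 of 6 rTg4510 mice lay above every tTA mouse (two-sided exact permutation test, p = 0.00433, adjusted p = 0.0216 over 5 tests). The scores of the other cell types moved the same way, by 0.406 for vascular genes (exact p = 0.0238, adjusted p = 0.0397, up to exact p = 0.0524 without tTA mouse 1), 0.325 for astrocyte genes (exact p = 0.0736, adjusted p = 0.092) and 0.212 for microglial genes (exact p = 0.262, adjusted p = 0.262). Leaving out single mice gave 0.191 to 0.4 for astrocyte genes and 0.0935 to 0.288 for microglial genes. The highest score of any mouse was that of rTg4510 mouse 4 for oligodendrocyte (1.51), astrocyte (0.94), microglial (0.80) and vascular genes (0.77).
All 7 measured genes of complement, a list the study had chosen on whole hippocampus, lay higher in CA1 (median 0.90, adjusted p = 8.8e-05 from camera, adjusted p = 0.66 with an estimated correlation). Among them C1qc, a chain of the initiating complex C1q, differed by 1.46 in CA1 (standard error 0.60) and C4b by 1.29 (standard error 0.45), and neither passed. In tTA mice of CA1 both lay below the median signal of an array (1.87 and 1.89), so the size of either difference is uncertain. In CA3 the complement genes had a median of 0.40 (5 of 7 higher, adjusted p = 0.0145, 0.113 without rTg4510 mouse 4, and adjusted p = 0.697 with an estimated correlation), and in the DG a median of −0.41 (adjusted p = 0.918). The DG median was −0.10 without the 5 arrays, which drops the DG array labelled rTg4510 mouse 3 from this comparison. Of 25 measured genes of the inflammatory network of Figure 4, also chosen by the study on whole hippocampus, 20 lay higher in CA1 (median 0.34, adjusted p = 8.0e-06, adjusted p = 0.66 with an estimated correlation). Gfap, the intermediate filament of astrocytes, differed by 2.18 in CA1 (standard error 0.55) and Ctss, a lysosomal protease of microglia, by 1.53 (standard error 0.41), and 3 members of the network passed when adjusted over the list alone (adjusted p = 0.0216 for both). The network had a median of 0.10 in CA3 (adjusted p = 0.268) and 0.00 in the DG (adjusted p = 0.947). Genes of microglia had a median of 0.38 in CA1 (18 of 23 higher, adjusted p = 1.4e-05, adjusted p = 0.697 with an estimated correlation), 0.05 in CA3 (13 of 23, adjusted p = 0.0268, 0.184 without rTg4510 mouse 4, and adjusted p = 0.802 with an estimated correlation) and −0.07 in the DG (adjusted p = 0.734). In CA3 the microglial genes Csf1r, a growth factor receptor, and Selplg, an adhesion ligand, differed by −0.90 (standard error 0.25) and 0.62 (standard error 0.19), the 2 that passed there when adjusted over the list alone. Genes of astrocytes had medians of 0.33 in CA1 (16 of 19 higher), 0.14 in CA3 (16 of 19) and 0.27 in the DG (18 of 19), with adjusted p = 0.000123, 0.00523 and 0.0259 from camera and adjusted p = 0.697, 0.743 and 0.863 with an estimated correlation. Without rTg4510 mouse 4 the astrocyte genes gave adjusted p = 0.129 in CA1, 0.124 in CA3 and 0.221 in the DG. Their DG median was 0.43 without the 5 arrays (adjusted p = 0.000444 from camera). Sox9, a transcription factor of astrocytes, differed by 1.09 in CA1 (standard error 0.17, adjusted p = 0.13 from limma, adjusted p = 0.000183 when adjusted over the list alone). Genes of blood vessels had medians of 0.29 in CA1 (13 of 16 higher, adjusted p = 0.0257, 0.221 without rTg4510 mouse 4), 0.30 in CA3 (14 of 16, adjusted p = 0.00212) and 0.27 in the DG (14 of 16, adjusted p = 0.00362, 0.118 without rTg4510 mouse 4). They gave adjusted p = 0.66, 0.697 and 0.697 with an estimated correlation. Slc2a1, the glucose transporter of the endothelium, differed by 0.84 in the DG (standard error 0.25) and Vtn, the plasma protein vitronectin, by 2.82 (standard error 0.90), among 3 members that passed there when adjusted over the list alone.
Genes of neurons were not detectably different as groups. The 29 measured genes of synapses, of 40 listed and without Dlg4, had medians of −0.03 in CA1, −0.08 in CA3 and 0.06 in the DG (adjusted p = 0.99, 0.657 and 0.299), and the 16 measured genes of inhibitory interneurons had medians of −0.01, −0.09 and −0.19 (adjusted p = 0.782, 0.78 and 0.83). Genes of ribosomal proteins had medians of 0.14 in CA1 (52 of 68 higher, adjusted p = 0.00192, 0.336 without tTA mouse 1), 0.17 in CA3 (56 of 68 higher, adjusted p = 0.000254, 0.109 without tTA mouse 3) and −0.13 in the DG (14 of 68 higher, adjusted p = 0.00125, 0.281 without rTg4510 mouse 6). Each of the 3 had adjusted p = 0.863 with an estimated correlation. In the DG the medians without the 5 arrays were −0.05 for interneuron genes and −0.19 for ribosomal genes. The 3′ to 5′ difference of Gapdh, which was not tested between genotypes, had medians of 2.34 in rTg4510 and 2.18 in tTA mice in CA1, 2.35 and 2.6 in CA3, and 2.89 and 2.45 in the DG. Genes of oxidative phosphorylation had medians of 0.01 in CA1 (adjusted p = 0.724), 0.14 in CA3 (61 of 79 higher, adjusted p = 0.0027, 0.271 without tTA mouse 3) and −0.17 in the DG (18 of 79 higher, adjusted p = 7.2e-05), with adjusted p = 0.863 with an estimated correlation in CA3 and in the DG. Altogether 26 of 88 list tests of rTg4510 against tTA mice passed with camera, and 0 passed with an estimated correlation or with fry, which asks whether a list's genes move one way on balance. Without rTg4510 mouse 4, 13 passed. When the rTg4510 and tTA mice were split in 99 other ways, 94 of these splits also called some list with camera, up to 34 tests. The paper proposes that the disparity with the whole hippocampus may come from regions left out of the microdissection, such as the hilus, which hold few neuronal cell bodies and are rich in glia.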

86% of these changes (1,734 out of 2,021) were observed in the CA1 pyramidal region (Figure 13A, Tables S4, S5, S6 in File S1), consistent with the observation that neuronal loss and tau pathology occurs predominantly in this subfield. While many of the inflammatory changes observed in the whole hippocampus were also observed in individual subfields (Tables S4, S5, S6 in File S1, Figure S2), certain additional gene expression differences were uncovered (Figure 13B), presumably because the mRNA isolated from the pyramidal and granule cell layers would be enriched for neurons. For example, markers of inhibitory interneurons, such as *Gad2*, which encodes GAD65 (glutamate decarboxylase 2 brain 65 kDa), and the Neuropeptide Y gene, *Npy,* were elevated predominantly in CA1 at 6.1 months, but elevation was not observed in the whole hippocampus (Figure 14). In addition, expression of *Dlg4*, the gene encoding the post-synaptic protein PSD-95, was decreased in the CA1 pyramidal region at 6.1 months of age, but no decrease was detected in the whole hippocampus (Figure 14). These alterations are suggestive of increased inhibitory tone and synaptic loss in the CA1 pyramidal layer, respectively, and would be expected to result in functional behavioral deficits in the rTg4510 mice.

**Figure 12:**
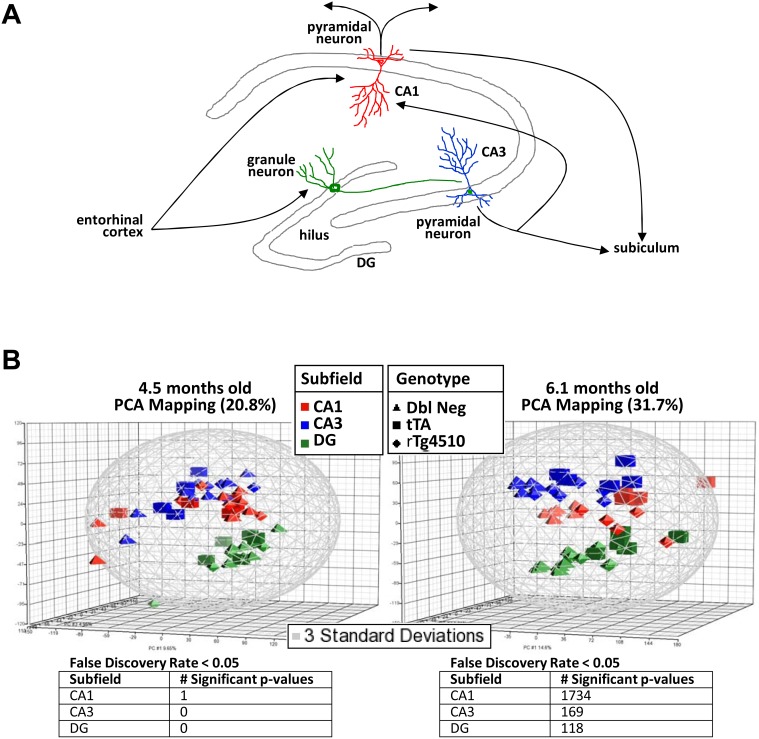
Gene expression profiling of laser microdissected hippocampal subfields. (A) Schematic representation of hippocampal circuitry. Regions isolated by laser capture microdissection are outlined in grey. (B) Principle Component Analysis (PCA) of gene expression profiling data of laser microdissected hippocampal subfields from 4.5 month and 6.1 month old rTg4510 animals and controls. The different subfields, designated by colors, separate from each other along the second principle component (z axis), whereas the genotypes, designated by shapes, separate along the first principle component (x axis), particularly at 6.1 months of age. The tables indicate the number of probe sets that meet the false discovery rate cut-off of 0.05 at the two ages.

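At 4.5 months the granule cells of the DG stood apart from the pyramidal cells of CA1 and CA3 along the first principal component of the 51 arrays. Its scores were 39.2 ± 5.40 (SD, n = 17) in the DG, −10.8 ± 12.9 (SD, n = 17) in CA1 and −28.3 ± 7.36 (SD, n = 17) in CA3. Prox1, a transcription factor of granule cells, had a log2 signal of 6.24 ± 0.80 (SD, n = 17) in the DG and 1.63 ± 0.58 (SD, n = 17) in CA1, a CA1 minus DG difference of −4.61 (standard error 0.21, adjusted p = 1.2e-17 from limma with the mouse as a block). Its signal in CA1 lay below the median of an array, so the size of this difference may be a lower bound. Dsp, which encodes the desmosomal protein desmoplakin, was at 9.04 ± 0.32 (SD, n = 17) in the DG and 3.10 ± 1.60 (SD, n = 17) in CA3, a CA3 minus DG difference of −5.94 (standard error 0.39, adjusted p = 2.3e-13). Calb1, the calcium buffer calbindin, and C1ql3, a secreted protein of the C1q family, fell by 4.81 and 5.27 from the DG to CA3 (standard errors 0.40 and 0.38, adjusted p = 2.5e-11 and 1.4e-12), and Neurod6, a transcription factor of pyramidal neurons, rose by 3.20 from the DG to CA1 (standard error 0.23, adjusted p = 5.1e-12).
CA1 and CA3 differed in Crym, a thyroid hormone binding protein, at 7.40 ± 1.06 (SD, n = 17) in CA1 and 2.36 ± 0.84 (SD, n = 17) in CA3, a difference of 5.05 (standard error 0.33, adjusted p = 1.1e-12). Crym in CA3 also lay below the median signal of an array, so its difference may be a lower bound. The transcriptional repressor Bcl6 was 3.20 higher in CA1 than in CA3 (standard error 0.25, adjusted p = 1.3e-10), and the synaptic vesicle protein Synpr and the kinase Prkcd differed by −2.52 and −3.35 (standard errors 0.20 and 0.39, adjusted p = 1.3e-10 and 4.8e-07). Each of Dsp, Prox1, Calb1, C1ql3, Neurod6, Crym, Bcl6 and Synpr differed in its direction in 17 of 17 mice, and Prkcd in 16. Of the markers fixed for CA1, Wfs1 differed from CA3 by 0.59 (adjusted p = 0.649), Dcn by −0.09 (adjusted p = 0.784) and Htr1a by 0.91 (adjusted p = 0.139), and none of the 3 passed, while Pou3f1 was 2.80 higher in CA1 (standard error 0.59, adjusted p = 0.0022). Of the markers fixed for CA3, Bok, a member of the Bcl-2 family, differed by −2.50 between CA1 and CA3 (standard error 0.34, adjusted p = 5.0e-06).
The first 3 components held 10.9%, 5.83% and 5.74% of the variance, 22.5% together. Differences between subfields made up 91.2% of the first component (permutation test within mice, p = 1e-05, the smallest that the permutations can give), 31.6% of the second (p = 0.00018) and 33.0% of the third (p = 2e-05). Crym and Pou3f1 had high loadings on the second component and Prkcd and Bok low loadings, with scores of 17.2 ± 22.9 (SD, n = 17) in CA1, −11.0 ± 14.6 (SD, n = 17) in CA3 and −6.17 ± 17.5 (SD, n = 17) in the DG. Genotypes made up 9.58%, 3.03% and 16.7% of the variance of the mice's mean scores on the 3 components, none beyond what a permutation of the genotypes gave (permutation p = 0.487, 0.807 and 0.277, adjusted p = 0.73, 0.807 and 0.73). With each probe set scaled to the same variance, the subfields made up 11.0% of the first component and 75.7% of the second. The share of the second component moved between 0.0219% and 62.2% when single mice were left out.

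**Figure D2:**
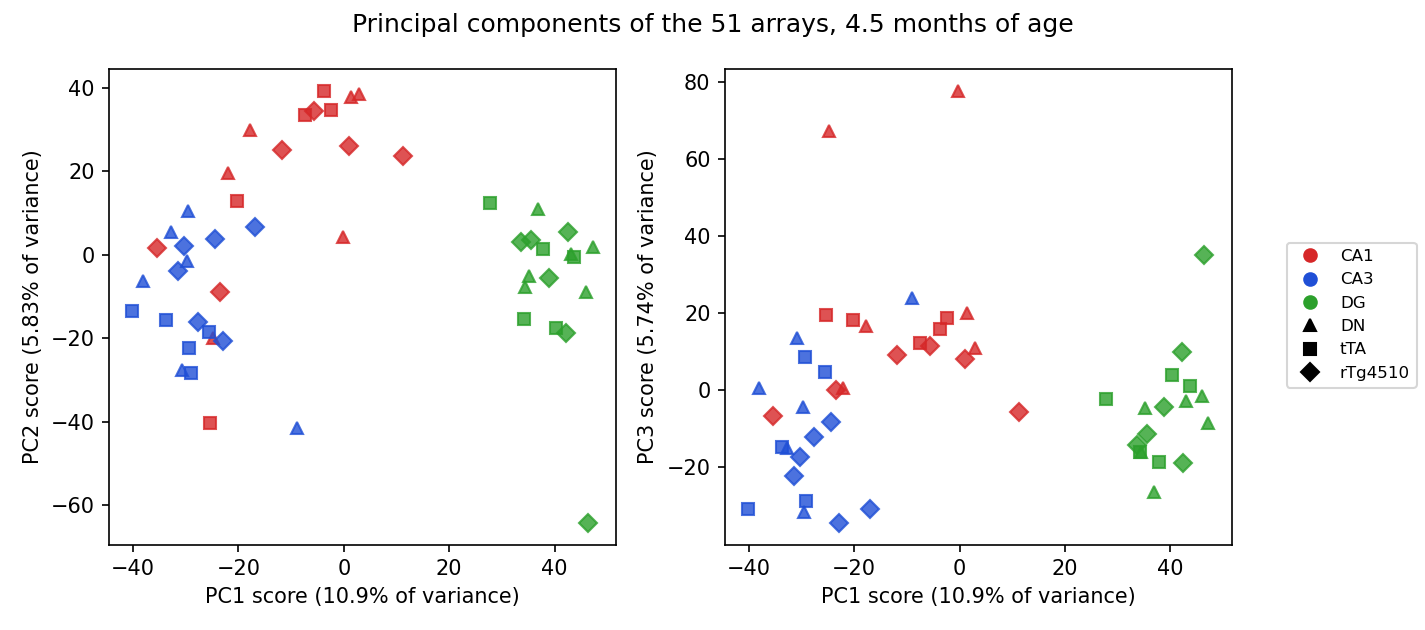
Scores of the 51 arrays on the first and second (left) and the first and the third (right) principal components of the log2 signals. Colours are subfields and shapes are genotypes. The DG arrays lie between 27.8 and 47.3 on the first component, and the CA3 arrays between −40.1 and −8.97.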

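Besides Prnp, 1 gene passed the threshold in a comparison of genotypes within a subfield at 4.5 months. Car4, a carbonic anhydrase at the cell surface, rose in CA1 of rTg4510 mice against DN mice, from 5.61 ± 0.85 (SD, n = 6) to 8.33 ± 0.51 (SD, n = 6), a log2 difference of 2.72 (standard error 0.37, adjusted p = 0.0303 from limma). In tTA mice Car4 was at 7.73 ± 0.63 (SD, n = 5) in CA1, 2.12 above DN mice (adjusted p = 0.522). Another, brighter probe set of Car4 did not pass between rTg4510 and DN mice in CA1. At that probe set the DN arrays lay between 6.48 and 9.12 and the rTg4510 arrays between 9.28 and 9.64. The next genes did not pass. Plek, a protein of the leukocyte cytoskeleton, differed by 1.51 in CA3 between rTg4510 and tTA mice (standard error 0.23, adjusted p = 0.0687), and Cttn, an actin-binding protein, by −1.76 in the DG (adjusted p = 0.54).
For rTg4510 against tTA mice, limma called 0 probe sets in CA1, 1 in CA3 and 0 in the DG, with 898, 1337 and 1293 at an unadjusted p under 0.05, where chance alone gives 1131.3 of 22626. Fisher's LSD called 0 in each of the 3 on log2 signals, and on linear signals 1 in CA1 and 0 in CA3 and in the DG. For rTg4510 against DN mice, limma called 1 probe set in CA1, 0 in CA3 and 0 in the DG (1220, 892 and 1070 at an unadjusted p under 0.05), and Fisher's LSD called 0 in each on log2 signals and 2, 0 and 0 on linear signals. For tTA against DN mice, limma called 0 in each subfield (1038, 1388 and 1179 at an unadjusted p under 0.05), as did Fisher's LSD on either scale. No probe set was called in all 3 subfields. The difference of rTg4510 from tTA mice was not detectably different between CA1 and CA3 or between CA1 and the DG, with 0 probe sets called by limma in each (940 and 1091 at an unadjusted p under 0.05).
Without DN mouse 4, limma called 3 probe sets in CA1 for rTg4510 against tTA mice, both of Prnp and Sox9. In CA3 it called 2 without DN mouse 2, DN mouse 4, DN mouse 5 or tTA mouse 3, and 0 without any other single mouse. The call of Car4 held without DN mouse 4 (adjusted p = 0.000823), rTg4510 mouse 4 (0.0165), tTA mouse 4 (0.018) or tTA mouse 5 (0.038), and was lost without any other single mouse (adjusted p from 0.0573 without tTA mouse 2 to 0.138 without rTg4510 mouse 1) or with Fisher's LSD (0.0814). Its difference lay between 2.59 (without DN mouse 1) and 3.03 (without DN mouse 4) when single mice were left out. Without the 5 arrays whose Prnp goes against the label, an alternative chosen after seeing the data, the counts for rTg4510 against tTA mice were 3 in CA1, 2 in CA3 and 2 in the DG, and for rTg4510 against DN mice 4, 4 and 16. Without the 7 arrays, also chosen after seeing the data, they were 2 in CA1 and 2 in CA3, and 2 and 1. In the DG limma called 0 in either comparison without only the arrays labelled DN mouse 5 and rTg4510 mouse 3, and 0 without only DN mouse 4. In simulations on the spread of these arrays, limma called 32.7% of probe sets changed by 2-fold in CA1, 34.8% in CA3 and 36.4% in the DG, and 5.6%, 7.4% and 8.3% of those changed by 1.5-fold. When the paper's fold changes at 6.1 months were added to the same arrays, limma called 8.86% of the 1734 probe sets of CA1 and 0.533% of the 169 of CA3, and of those of the DG neither limma nor Fisher's LSD called any.
Between subfields, with the mouse as a block, limma called 1059 probe sets for CA1 against CA3 (557 higher in CA1), 2474 for CA1 against the DG (1268 higher in CA1) and 3137 for CA3 against the DG (1646 higher in CA3). With no replicate block the counts were 975, 2265 and 2872 for CA1 vs CA3, CA1 vs DG and CA3 vs DG.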

**Figure 13:**
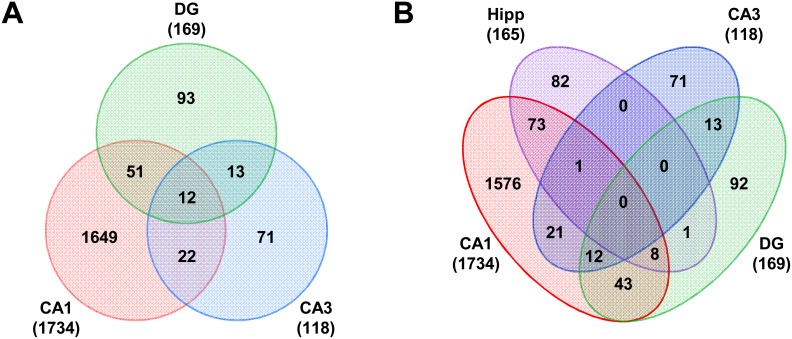
Overview of gene expression changes identified in microdissected hippocampal subfields. (A) Venn diagram of number of differentially expressed genes in the CA1, CA3 and DG microdissected samples. Most of the gene expression changes were observed in the CA1 region, with only modest overlap with the other two regions. (B) Venn diagram of the number of differentially expressed genes in the hippocampal subfields with the whole hippocampus.

**Figure 14:**
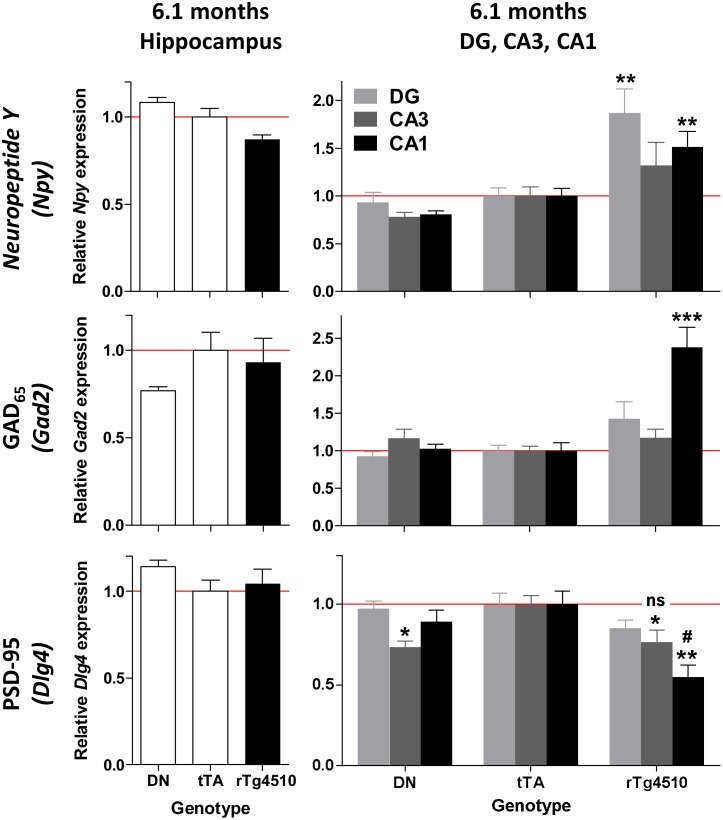
Neuronal alterations in specific hippocampal subfields. Markers for inhibitory neurons, *Npy* and *Gad2*, were elevated in the CA1 pyramidal layer at 6.1 months of age, but no alterations were observed in the hippocampus as a whole. *Npy* levels were also elevated in the dentate gyrus (DG). The postsynaptic marker, *Dlg4*, was decreased in the CA1 pyramidal layer compared to tTA animals. mRNA expression levels are all normalized to tTA. *p<0.05, **p<0.01, ***p<0.001 compared to tTA, ^#^p<0.05, compared to DN, using the Dunnett multiple comparison test. Error bars indicate SEM.

To further explore the implications of the gene expression changes observed in the hippocampal subfields, genes identified in laser microdissected samples were subjected to pathway analysis. As was the case for the whole hippocampus, genes with altered expression in CA1 overlapped significantly with gene expression modules identified in AD using WGCNA [14], though interestingly the significance was more for synaptic transmission modules and less for the microglial modules compared to the whole hippocampus (Table S7 in File S1, see Figure 6). When upregulated and downregulated genes in CA1 were analyzed separately, the significance of the overlap with the microglial and synaptic transmission modules, respectively, improved drastically (see Figure 6, 15). Downregulated genes overrepresented a number of canonical pathways relevant to neurodegenerative disease, such as mitochondrial dysfunction, as well as pathways important for neuronal signal transduction and cell migration (Figure 15, Table S8 in File S1).

**Figure 15:**
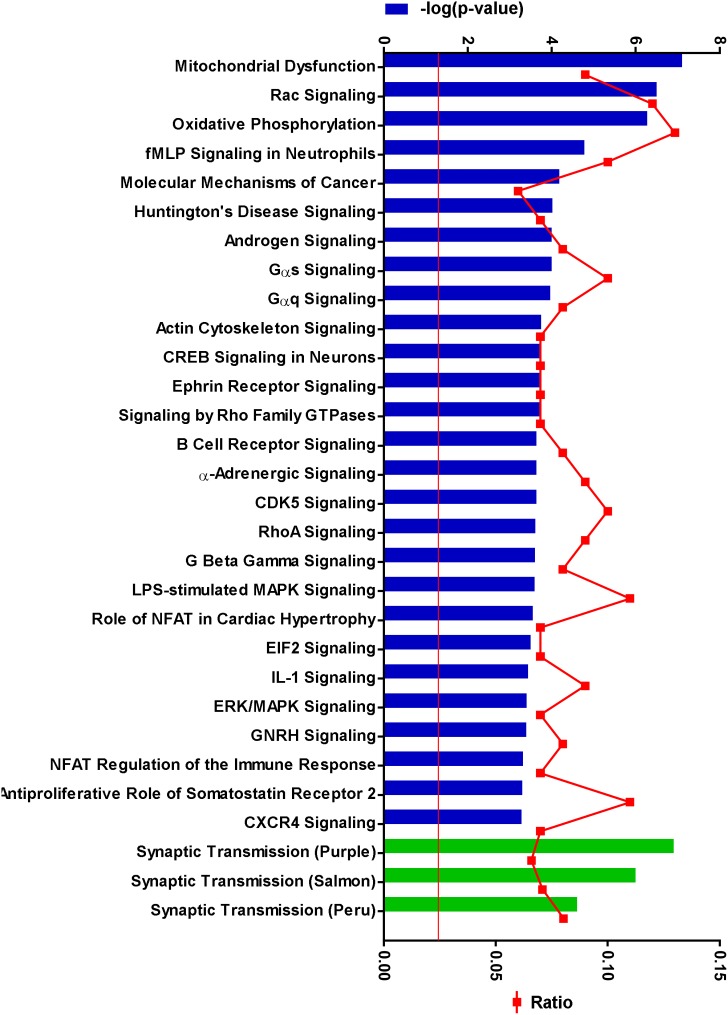
Pathways affected by genes downregulated in the CA1 region. 624 genes downregulated in the CA1 subregion of rTg4510 were subjected subjected to Ingenuity Pathway Analysis. The top axis represents the –log(p-value) of the probability that the gene set represented the canonical pathway by chance, as determined by the Fisher’s Exact Test, with the red line delineating p = 0.05 threshold, and the bottom axis represents the ratio of the number of genes from the query gene set in the canonical pathway to the total number of genes in the pathway. The top canonical pathways significantly overrepresented by these genes, shown by the blue bars, included pathways implicated in neurodegeneration, neuronal signaling and cell migration. The green bars show that these genes also significantly overlap with synaptic transmission modules affected in AD [14]. The query genes in these pathways are shown in Table S8 in File S1.

### Behavior

#### Locomotor activity

We next wanted to determine whether the gene expression changes observed in the brains of rTg4510 mice correlated with deficits in neuronal funciton that could be detected by behavioral phenotypes. Female rTg4510 mice exhibited a robust and age-dependent increase in locomotor activity (Figure 16A). A genotype effect was detected by 2 months of age (F_(2,33)_ = 5.2, p<0.05), with rTg4510 mice exhibiting an increase in distance travelled compared to DN mice (p<0.01). tTA mice were not different from DN or rTg4510 mice, suggesting an intermediate phenotype. At 4 months of age, rTg4510 mice also appeared to be more active than DN mice although the genotype effect was not statistically significant. By 6 months of age, the genotype differences became more robust (F_(2,42)_ = 6.9, p<0.01), with rTg4510 mice exhibiting a significant increase in distance travelled compared to both tTA (p<0.05) and DN mice (p<0.01).

**Figure 16:**
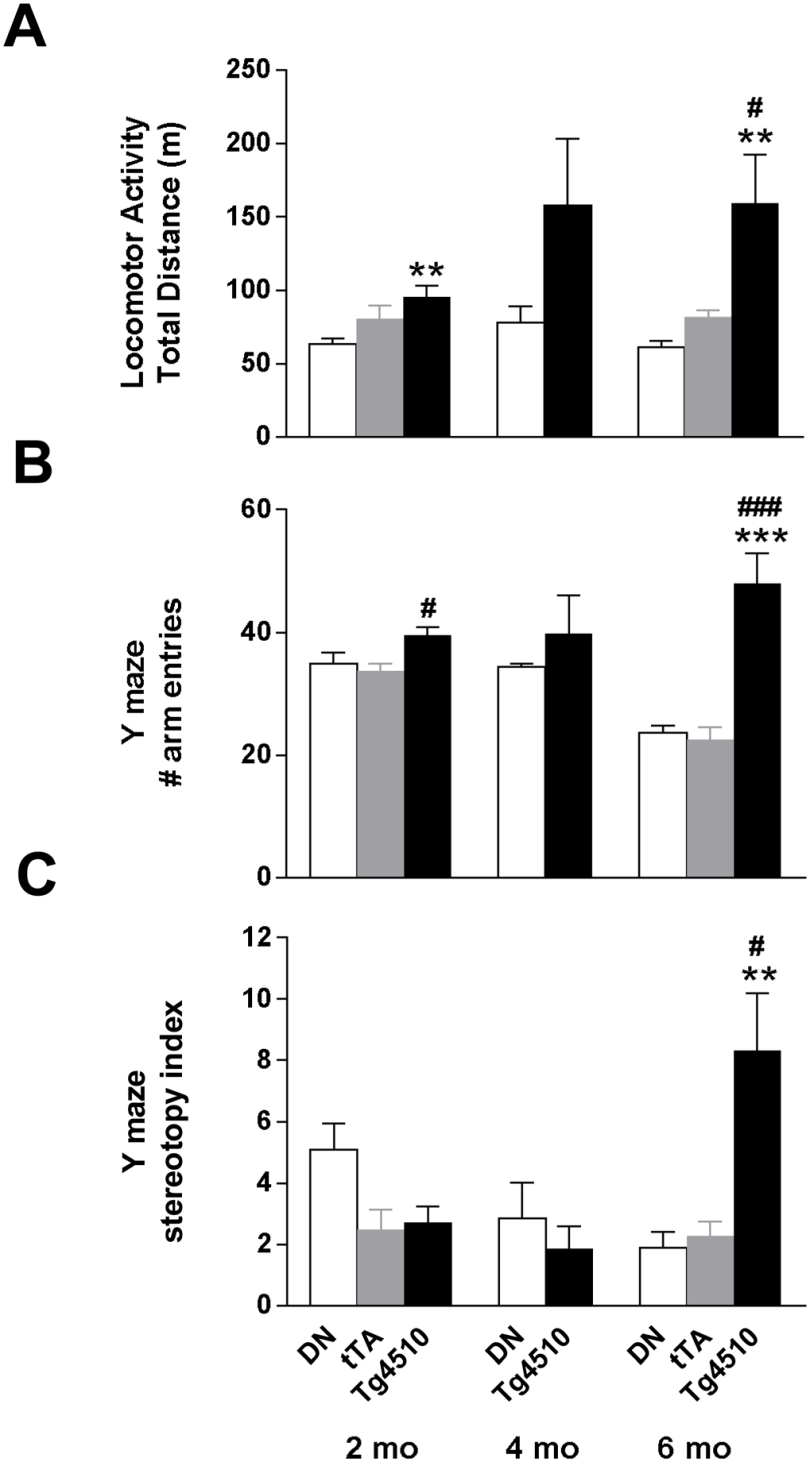
Motoric measures as a function of age in rTg4510 mice. (A) Female rTg4510 mice displayed small but detectable increases in locomotor activity by 2 months of age in a novel locomotor chamber which progressively increased by 6 months of age. (B) In the Y maze, rTg4510 mice displayed a similar increase in locomotion at 2 mo of age and robust increase in locomotion and (C) stereotypy were detected at 6 months of age. n = 7–15/group. *p<0.05, **p<0.01, ***p<0.001 vs DN and #p<0.05, ##p<0.01, ###p<0.001 vs tTA using Tukey’s multiple comparison test. Error bars indicate SEM.

#### Y maze behavior

Similar to hyperactivity detected in the novel locomotor chamber described above, female rTg4510 mice displayed an age-dependent increase in locomotion in the Y maze (Figure 16B, C). A genotype effect on the number of arm entries was detected (F_(2,39)_ = 3.97, p<0.05, Figure 16B), where rTg4510 mice showed a modest but significant increase in the number of arm entries compared to tTA mice (p<0.05), but not compared to DN mice (Figure 16B). At 4 months of age, there was again a nonsignificant increase in number of arm entries made in rTg4510 mice compared to DN mice. By 6 months of age, rTg4510 mice exhibited a robust increase in the number of arm entries made (F_(2,32)_ = 15.2, p<0.0001) showing significantly increased activity compared to tTA (p<0.001) and DN controls (p<0.001), and stereotyped behavior (F_(2,32)_ = 7.2, p<0.001) compared to tTA (p<0.05) and DN controls (p<0.01) (Figure 16C), neither of which showed stereotopy.

With respect to short term spatial working memory, robust deficits were observed as early as 2 months of age (F_(2,39)_ = 8.7, p<0.001, Figure 17A) with rTg4510 mice alternating significantly less than DN mice (p<0.001). tTA mice were not statistically different from DN or rTg4510. A deficit in spatial working memory was also present at 4 months of age in rTg4510 mice compared to DN mice (t = 2.9, p<0.05); however, at 6 months of age data could not be interpreted due to the confound of stereotyped behavior displayed in this task by the rTg4510 mice.

**Figure 17:**
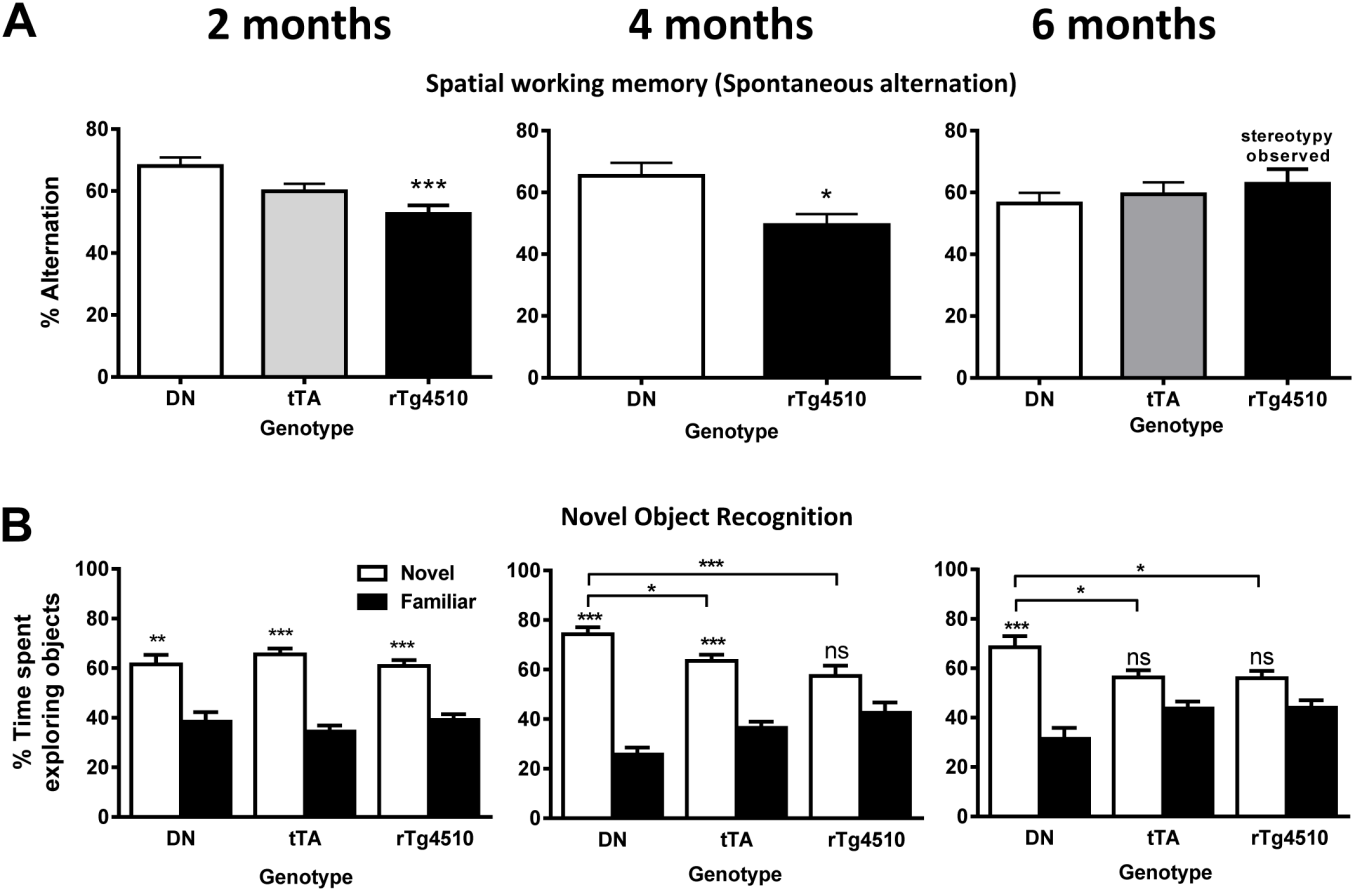
Spatial working memory and object recognition memory in rTg4510 mice. (A) At 2 and 4 months of age, rTg4510 displayed cognitive deficits in spatial working memory compared to DN (1-way ANOVA followed by Tukey’s post-hoc ***p<0.001; student’s t-test *p<0.05). By 6 months of age, spatial working memory was confounded by stereotypic behavior observed in rTg4510 mice. n = 10–12/group. (B) At 2 months of age, all 3 genotypes displayed a preference for the novel object over the familiar object (2-way ANOVA, Bonferroni’s post-hoc **p<0.01, ***p<0.001). By 4 months of age, there was no significant difference in the amount of time rTg4510 mice explored the novel object compared to the familiar object, and the percent of time that rTg4510 explored the novel object was significantly less than the time spent by DN animals (2-way ANOVA, Bonferroni’s post-hoc *p<0.05, ***p<0.001). By 6 months of age, both rTg4510 and tTA animals explored the novel object less than DN animals (2-way ANOVA, Bonferroni’s post-hoc *p<0.05, ***p<0.001). n = 12–15/group. Error bars indicate SEM.

#### Novel Object Recognition

At 2 months of age, all genotypes showed a significant preference for the novel object over the familiar object (F_(1,42)_ = 55.0, **p<0.01; ***p<.0.001), indicating good short term memory for the object seen previously (Figure 17B). By 4 months of age, there was a significant interaction between genotype and percent time on object (F_(2,31)_ = 7.3; p<0.01). Within group analyses showed that rTg4510 mice had no significant preference for the novel over familiar object whereas DN (**p<0.001) and tTA mice (***p<0.001) retained a strong preference for the novel object. Compared to the DN group, rTg4510 mice showed a robust reduction in percentage of time on the novel object (p<0.001), and tTA mice showed some reduction (p<0.05). At 6 months of age, a significant interaction between genotype and percent time on object was again detected (F_(2,39)_ = 4.1; p<0.05). Within group analyses showed that rTg4510 and tTA mice had no significant preference for the novel over familiar object (Figure 17B), whereas DN mice show a robust preference for the novel object (p<0.001). Compared to DN mice, rTg4510 and tTA mice spent significantly less time on the novel object (p<0.05). The discrimination ratio, a similar index of object recognition memory, again revealed an age-dependent cognitive deficit in Tg4510 mice. No significant differences were detected at 2 months of age, while rTg4510s were significantly impaired compared to DN mice at 4 (p<0.01) and 6 months of age (p<0.05). tTA mice also showed impairment at 4 (p<0.05) and 6 months of age (nsd). Time spent exploring objects were similar for all genotypes during training and testing sessions at all age groups, indicating that cognitive deficits were not related to changes in overall time spent exploring objects during the training or test session.

## Discussion

Elevated levels of phosphorylated tau and neurofibrillary tangles lead to neurotoxicity, cognitive deficits, and behavioral symptoms in the class of neurodegenerative disorders collectively called tauopathies. To better understand the molecular events leading to pathology and neurotoxicity, we took an unbiased approach to characterize gene expression over time in the rTg4510 mouse, and to correlate these changes with functional consequences on behavioral phenotypes.

Strikingly, the largest and most significant gene expression changes overlapped extensively with the immune function networks that were recently identified in AD by connecting genes with related expression signatures and overlaying correlations with clinical severity [12]–[14], [20], [39]. These networks are likely to encompass a number of cell types, including microglia, astrocytes, infiltrating monocytes, neurons, and perhaps lymphocytes and other inflammatory cells. Increased expression of these genes could represent an increase in the number of cells in which they are expressed, an upregulation of expression in existing cells, or a combination of both. Gene expression networks in rTg4510 mice generated by IPA appeared very similar to those identified in AD, with complement pathways representing a major subnetwork centered around a hub formed by the gene, *Tyrobp*. While complement activation is a well-described pathological feature of AD, the role of complement in neurodegenerative disease has received renewed interest as genome-wide association studies (GWAS) have identified alleles of the gene encoding complement component (C3b/C4b) receptor 1, *CR1*, as conferring substantial risk for AD [18], [40]–[44]. Furthermore, *Tyrobp*, which encodes for the protein DAP12, has consistently been identified as the hub of the complement subnetwork of the microglial network [12], [14], [39]. In addition, *Tyrobp* is the coreceptor for *Trem2*, which has also been genetically associated with AD risk [12], [16], [17], [39]. Both genes are amongst the top upregulated genes in rTg4510 in this study and are closest neighbors by hierarchical clustering, suggesting coregulation.

Age-dependent increases in neuroinflammatory genes also coincided with age-dependent decreases in markers of synaptic activity, such as *Arc* and *Homer2,* [45]–[47], and upregulation of markers of inhibitory interneuron activity in the hippocampus. Markers of synaptic activity have been used as surrogates for cognitive function as changes in these markers have been reported to correlate with cognitive deficits in several APP transgenic mouse models [9], [48]. Interestingly, laser dissection of the subfields of the hippocampus from 6.1 month-old rTg4510 mice highlight a robust increase in inflammatory markers specifically in the CA1 region in conjunction with decreased expression of the gene encoding PSD-95 and increased expression of the inhibitory neuronal genes, *Gad2* and *Npy*. The pattern of gene changes observed suggests a possible upregulation of inhibitory activity to compensate for excessive neuronal activation [49]. Dysfunction of inhibitory and excitatory connections which impinge on the CA1 region of the hippocampus may therefore contribute to behavioral disinhibition and cognitive deficits observed at this age.

Interestingly, the locomotor phenotype was both age- and genotype-dependent with robust changes emerging by 6 months of age. Stereotypic behavior also appeared with age in rTg4510 animals. Furthermore, a deficit in short term object recognition memory was also apparent by 4 months of age and was maintained out to 6 months of age. These behavioral deficits build on similar findings in the rTg4510 mice reported by other labs [22], [24], [28], [30], and may represent phenotypes useful for testing functional effects of anti-inflammatory agents. Indeed, reversal of hyperactivity has been shown recently to be a successful measure of functional rescue in rTg4510 mice [28], [50]. The underlying mechanisms of the various behavioral deficits remains unclear, though increased anxiety could be a factor contributing to the increased locomotor activity and stereotypy, and may also interfere with the animal’s ability to perform cognitive tasks. Indeed, anxiety is a significant comorbid symptom observed in Alzeimer’s disease and other neurodegenerative disorders [51]–[53]. The possible role of anxiety in the motor and cognitive phenotypes in rTg4510 mice merits further exploration.

While age-dependent phenotypes could result from either impairment of hippocampal circuits as described here, it is also possible that deficits are related to progressive impairment in neuronal dysfunction in other brain regions. For example, parahippocampal regions have been shown to be sufficient for mediating object recognition in rodents and primates at short delays [54], [55]. In addition, rTg4510 mice show tau expression in the striatum [22] and stereotopies characterized by pronounced repetitive behavior are known to be linked to dysfunction of the motor cortico-striatal loop [56]. Surprisingly, not all behaviors showed an age-dependent deterioration. Deficits in short term spatial working memory, were already robust at 2 months of age and did not appear to show further deterioration over time, although changes in locomotor activity prevented clear assessment of this domain at later ages Since short term spatial working memory is regulated by frontal cortex and hippocampus [35], [36], deficits in this cognitive domain would have been expected to correspond with age-dependent changes in pathology observed. These results raise the possibility that early deficits may stem from an effect of tau overexpression during development. These initial findings demonstrate that a number of functional deficits can be observed in the rTg4510 mice; however, care must be taken in selecting relevant behavioral endpoints to use for future functional studies.

Of note, tTA animals sometimes exhibited an intermediate phenotype between DN and rTg4510 genotypes, suggesting that the tTA transgene could be contributing to some of the deficits in rTg4510 mice. Neurotoxicity and behavioral deficits have previously been reported in the tTA single transgenic animals [57], [58]. Therefore, it is important to use the tTA genotype as a control in all behavioral tests. Indeed, tTA animals showed a number of gene expression changes compared to DN animals (see Figure 1C). This could be due to insertional mutagenesis effects, direct toxicity of the tTA protein product, or interference of the tTA transcriptional activation function with endogenous transcriptional machinery.

While we cannot conclude that inflammation is contributing to the pathology and behavioral deficits, our results suggest that rTg4510 mice could serve as an appropriate preclinical model to test a variety of anti-inflammatory mechanisms for the treatment of tauopathies. Indeed, overexpression of fractalkine, which would be predicted to inhibit microglial activation, has been shown to reverse behavioral deficits in rTg4510 animals [28]. Furthermore, inflammatory markers could serve as invaluable pharmacodynamic endpoints in this model, because the downregulation of tau with doxycycline resulted in reduced inflammation. Therefore, inflammatory markers could be used as surrogate efficacy endpoints to monitor treatments directed at tau, such as tau phosphorylation, in addition to inflammatory treatments. Doxycycline reduced inflammatory markers in as little as one week when administered to animals that already displayed robust inflammation, suggesting the treatment was not just preventing further inflammation, but resolving extant inflammation. The possibility does remain, however, that doxycyline is reducing inflammation directly, since doxycycline has been reported to have anti-inflammatory properties in its own right [59]–[62]. However, the observation that doxycycline appears to preferentially reduce human tau levels in a particular cortical layer and this is the same layer that shows the greatest reduction in GFAP staining suggests that at least some of the reduced inflammation observed with doxycycline treatment was a result of tau reduction.

In summary, we have conducted a characterization of the natural history of tau-dependent changes in gene expression in the rTg4510 mice. The predominant class of gene expression changes were in inflammatory genes, which increased in an age-dependent manner, coinciding with increases in tau phosphorylation, decreases in markers of neuronal activity, and behavioral deficits. These inflammatory genes formed a network highly reminiscent of the immune function gene expression network perturbed in AD. Laser microdissection of hippocampal subfields revealed additional gene expression changes in AD-relevant synaptic transmission pathways. These perturbations may contribute to the observed behavioral deficits. Overall these data suggest that the rTg4510 recapitulates several aspects of human neurodegenerative disease, and could be used as a reasonable preclinical model to test disease-relevant hypotheses and evaluate candidate therapeutic interventions.

## Supporting Information

Figure S1 **CD11b Immunohistochemistry.** Cortical staining for the microglial marker, CD11b, showed a modest increase as a function of age in rTg4510 animals, but remained unchanged in tTA animals. Scale bar, 200 µm, inset scale bar, 50 µm.
(TIF) Click here for additional data file.

Figure S2 **Expression of inflammatory genes in laser microdissected hippocampal subfields.** *C4b*, *Gfap* and *Spp1* mRNA expression levels were higher in 6.1 month old rTg4510 animals in the CA1 hippocampal subfield, as determined by Affymetrix expression profiling. *C4b* and *Gfap* were also significantly elevated in the CA3 region, and *Spp1* in the DG, albeit to a lesser extent. *C4b* was significantly elevated in the DG of tTA mice compared to DN mice, and *Gfap* was elevated in the CA3 and CA1 regions of tTA mice compared to DN mice. mRNA expression levels are all normalized to tTA. *p<0.05, **p<0.01, ***p<0.001 compared to tTA using the Dunnett multiple comparison test. Error bars indicate SEM.
(TIF) Click here for additional data file.

File S1 **This file contains Table S1–Table S8. Table S1. Age-dependent gene expression changes in rTg4510 female hippocampus.** List of the 165 probe sets that show altered age-dependent expression in rTg4510 animals, but not in controls, sorted by fold change between 6.1 month old rTg4510 animals and tTA controls. The presence of each gene in the microglial and synaptic transmission modules identified by Weighted Gene Coexpression Network Analysis (WGCNA) in AD patients [14] is indicated. **Table S2. Inflammatory response pathways altered with age in rTg4510 female hippocampus.** Inflammatory response pathways were the most significantly affected disease and biological functions represented by genes with age-dependent expression changes in the hippocampi of rTg4510 females. The activation z-score, calculated in IPA, predicts the direction of change for the function, with an absolute z-score≥2 considered significant. The number and identity of the molecules in the query set are indicated. **Table S3. Pathways altered with age in rTg4510 female hippocampus.** Inflammatory pathways were the most significantly affected canonical pathways represented by the genes with age-dependent expression changes in the hippocampi of rTg4510 females. Microglial gene expression modules identified in AD [14], were also highly represented in this dataset. The p-values indicate the probability that the gene set represented the canonical pathway by chance, as determined by the Fisher’s Exact Test, while the ratio is the quotient of the number of genes from the query gene set in the canonical pathway to the total number of genes in the pathway. **Table S4. Gene expression changes in the CA1 hippocampal subregion of 6.1 month old rTg4510 females.** List of the 1,734 probe sets that show altered expression in the CA1 region of rTg4510 animals compared to controls at 6.1 months, sorted by fold change between rTg4510 animals and tTA controls. If the probe set was also differentially expressed in other regions analyzed in this study, the fold change between rTg4510 and tTA are shown for that brain region. **Table S5. Gene expression changes in the CA3 hippocampal subregion of 6.1 month old rTg4510 females.** List of the 169 probe sets that show altered expression in the CA3 region of rTg4510 animals compared to controls at 6.1 months, sorted by fold change between rTg4510 animals and tTA controls. If the probe set was also differentially expressed in other regions analyzed in this study, the fold change between rTg4510 and tTA are shown for that brain region. **Table S6. Gene expression changes in the DG hippocampal subregion of 6.1 month old rTg4510 females.** List of the 1,734 probe sets that show altered expression in the dentate gyrus of rTg4510 animals compared to controls at 6.1 months, sorted by fold change between rTg4510 animals and tTA controls. If the probe set was also differentially expressed in other regions analyzed in this study, the fold change between rTg4510 and tTA are shown for that brain region. **Table S7. AD-related expression moduels altered in the CA1 region of 6.1 month old rTg4510 femles.** Microglial and synaptic transmission gene expression modules identified in AD [14] significantly altered in the CA1 region of rTg4510 mice. The p-values indicate the probability that the gene set represented the canonical pathway by chance, as determined by the Fisher’s Exact Test, while the ratio is the quotient of the number of genes from the query gene set in the canonical pathway to the total number of genes in the pathway. The genes in the query set from the rTg4510 data are indicated. **Table S8. Pathways downregulated in the CA1 hippocampal region of 6.1 month old rTg4510 females.** Canonical pathways and AD-related synaptic transmission gene expression modules [14] overrepresented by genes that are downregulated in the CA1 subfield of 6.1 month old rTg4510 females compared to tTA controls. The p-values indicate the probability that the gene set represented the canonical pathway by chance, as determined by the Fisher’s Exact Test, while the ratio is the quotient of the number of genes from the query gene set in the canonical pathway to the total number of genes in the pathway.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

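Laser-captured pyramidal layers of CA1 and CA3 and the granular layer of the DG were profiled on 51 Affymetrix HT-MG-430A arrays from 17 mice labelled female at 4.5 months of age (6 DN, 5 tTA and 6 rTg4510), with 1 array per mouse and subfield. The condition and mouse of each array were taken from the deposited labels. Arrays of 6.1-month-old mice and of whole hippocampus were not analysed here. RNA was amplified with the Ovation Pico WTA system and labelled with the Encore Biotin module. The authors deposited RMA signals, which include background correction, normalization between arrays and a summary per probe set. The methods call them anti-log values, but the deposited values are on the log2 scale and were used as such, and they were converted to linear signals for 1 alternative. The paper states neither the version of the RMA software nor which arrays were normalized together.

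The 90 control probe sets were left out, and 22626 of 22716 probe sets were tested without a filter on signal. The platform's table gives 1 gene symbol for 18003 probe sets, several for 287 and none for 4336. Of those without a symbol, 319 were named from the paper's supplementary tables, among them the probe sets of Prnp, Dlg4 and Spp1. For gene lists, the brightest probe set of each of 11807 genes was used. Prnp, Dlg4 and Spp1 are not among these genes. Arrays report signal over background, so that a gene with a signal near the lowest values may be expressed below detection. The spread between the 5 or 6 mice of a genotype sets the precision, which the standard errors give.

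Genotypes were compared with limma 3.58.1 in R 4.3.3, fitting the 3 genotypes of a subfield together, with Benjamini-Hochberg adjustment over all probe sets tested and a threshold of 0.05. The same comparisons were made on each mouse's mean over its 3 subfields, and on each mouse's differences of CA1 from CA3 and from the DG. Subfields were compared over all 51 arrays with the mouse as a block, since the labels give 3 arrays to each mouse. Arrays of the same mouse, once group means were removed, correlated at a mean r of 0.0496 and arrays of other mice at −0.00982, across probe sets, so that the signals themselves pair the arrays of a mouse weakly. No pair of arrays was identical, and the highest correlation between any pair of arrays was 0.979. Principal components were computed on centred, unscaled signals, with 100000 permutations of the subfields within mice and of the genotypes over mice. Exact permutation tests were two-sided and used all 462 splits of the 11 rTg4510 and tTA mice. Limma, Fisher's LSD, camera and the blocked fit were tested on simulated data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

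Gene lists were written before the data were examined, as were the comparisons, the alternatives and the rule for the genes named. There were 26 lists, of which 22 were tested with camera at its preset correlation of 0.01, in each subfield and in the mean of the subfields, for rTg4510 against tTA and tTA against DN mice, with adjustment over the 176 tests. They hold markers of oligodendrocytes, their precursors, astrocytes, microglia, blood vessels, choroid plexus, inhibitory interneurons, immature neurons and the 3 subfields, and genes of synapses, neuronal activity, complement, the inflammatory network of Figure 4, oxidative phosphorylation, ribosomal proteins, heat shock, interferon response, cell death and cholesterol synthesis, and the genes the paper names. The lists of complement, of the inflammatory network and of genes the paper names were chosen by the study on other samples. The genes named are those of the paper's text and of the transgenes and their insertion sites, every probe set past the threshold (the 10 highest and 10 lowest where more than 10 pass), the 5 smallest p values where fewer than 3 pass, up to 4 members of each list described, and the subfield markers. Other genes given here were chosen after their values were seen, namely those of the fits without the 5 arrays and the genes with the largest loadings. Per array, a list's score is the mean over its genes of the signal minus the gene's mean over the arrays of the subfield.

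The alternatives were Fisher's LSD on log2 and on linear signals, an intensity trend, array weights, a filter at the 40th percentile of signal, centring on the median, quantile normalization, a fit of only the 2 genotypes compared, a fit of all arrays with the mouse as a random block, 1 probe set per gene, no block for the mouse, scaled principal components, an estimated correlation or fry for lists, all probe sets of a list's genes, and leaving out each mouse in turn. Leaving out the 5 arrays whose Prnp went against the genotype label, the 2 DG arrays among them, or 7 arrays, the 5 and the CA1 and CA3 arrays labelled DN mouse 5, whose Xist went against the female label, was added after seeing the data. For each comparison of genotypes, 100 splits of the mice, the real one included, were fitted the same way.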

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

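The tests of array quality and of Prnp sequence in the transgene were chosen only after the results were seen, as was leaving out the 5 arrays whose Prnp goes against their labels. The label tests concern arrays picked by their Prnp and Xist. The tests of the oligodendrocyte rise concern a difference seen in these mice. Both thus follow patterns already seen in the data.

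Some arrays lay far from the others of their genotype and subfield, measured as a gap to the nearest array, over the range of the group, above the critical value of Dixon's test. Of 117 groups over 13 measures, 10 had such an array, where chance gives about 1 in 20. Prnp was at 7.34 in the DG array labelled rTg4510 mouse 3, with the others between 9.73 and 10.26. Xist was at 2.50 in the same array, with the others between 9.48 and 10.12, at 2.49 in the CA1 array labelled DN mouse 5 (others 8.47 to 9.38), at 4.06 in the CA3 array labelled DN mouse 5 (others 8.23 to 9.26), which puts the female label of that mouse in doubt, and at 9.36 in the CA1 array labelled rTg4510 mouse 4 (others 7.85 to 8.40). The oligodendrocyte score was 1.04 in the DG array labelled DN mouse 2 (others −0.562 to −0.0559). Dlg4 was at 4.83 in the CA1 array labelled DN mouse 1 (others 6.41 to 7.10) and at 5.50 in the CA3 array labelled tTA mouse 4 (others 6.03 to 6.21). Sox9 was at 3.89 in the CA3 array labelled tTA mouse 4 (others 4.43 to 4.55), and C4b at 3.73 in the CA3 array labelled DN mouse 4 (others 1.70 to 2.12). The rise of Prnp in CA3 of rTg4510 mice against tTA mice (1.97 on the log2 scale) and of Car4 in CA1 of rTg4510 mice against DN mice (2.72) are signals in genes that the paper's text does not discuss, though its tables list the same probe set of Prnp at 6.1 months, where the paper's fold changes are 4.67 in Table S4, 3.34 in Table S5 and 4.56 in Table S6.

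The DG arrays labelled DN mouse 5 and rTg4510 mouse 3 go against their labels in Prnp (9.93 and 7.34). In Xist (9.91 and 2.50) they go against the CA1 and CA3 arrays of the same mouse. Those have Xist at 2.49 and 4.06 for DN mouse 5, and at 7.85 and 8.96 for rTg4510 mouse 3. In both genes the 2 DG arrays lie the way that an exchange between them predicts. If the 2 arrays were exchanged, each would lie on the other side of the midpoint between DN mice and tTA carriers in at least 75% of 21 probe sets that separate these in the DG, and the array labelled rTg4510 mouse 3 had 4.76% on the side of the carriers while the array labelled DN mouse 5 had 66.67%, between the bounds of 50% and 75%, so that an exchange remains open. Cxcl12, a chemokine and one of the genes of that test, was at 1.72 in the array labelled DN mouse 5 and at 7.24 in the array labelled rTg4510 mouse 3. It was at 6.65 ± 0.12 (SD, n = 4) in the DN mice apart from mice 4 and 5, and 2.57 ± 0.53 (SD, n = 10) in the carriers apart from rTg4510 mouse 3. In the DG array labelled DN mouse 4 it was at 3.89, between the highest carrier (3.50) and the lowest of those DN mice (6.50). Other genes of the test fell on either side in that array. The probe sets of Doc2b were at 1.74 and 1.56, within the carriers (1.38 to 2.23 and 1.37 to 3.04). Pacsin2 was at 7.95, within those DN mice (7.71 to 8.36). The 3 arrays labelled DN mouse 4 carry Prnp at the level of rTg4510 mice. Its DG array had 76.19% of the 21 probe sets of that test on the side of the carriers. That is just over the bound of 75% set for a mouse that carries the transgenes. The carriers in the test were at 95.24% to 100%, but their arrays were used to pick the probe sets, so the shares cannot be ranked fairly. A wrong genotype label of DN mouse 4 may account for these values and stays a hypothesis. Its CA1 and CA3 arrays correlated less with their subfields (r = 0.928 and 0.937) than most, but the tables argue against array quality as the whole cause, since its DG array (r = 0.974, with the other DN arrays of the DG between 0.966 and 0.981) also had high Prnp while the CA1 array labelled DN mouse 1 (r = 0.926) had Prnp at 6.567, and no biological explanation was tested.

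Oligodendrocyte genes were higher in rTg4510 than in tTA mice, by 0.795 in the score averaged over subfields (adjusted p = 9.5e-12 from camera, a call lost at adjusted p = 0.66 with an estimated correlation and adjusted p = 0.691 with fry). Of the 462 splits of the 11 mice, 2 gave a difference in the score as large (highest other split 0.806). That share is not adjusted for the 22 lists tested in these mice. It is weak ground for excluding chance in the grouping of the mice. If a lower share of neurons in the captured layer raised the markers of every other cell type alike, the scores would rise equally. The oligodendrocyte score rose by 0.481 more than the mean of the astrocyte, microglial and vascular scores (two-sided exact permutation test, p = 0.0238, adjusted p = 0.0397, and p = 0.0619 without tTA mouse 2). On this measure 4 of 6 rTg4510 mice lay above every tTA mouse. That leans against a lower share of neurons as the whole cause. The equal rise is an assumption that dim microglial genes, such as Selplg (2.10 in tTA mice of CA3), may not meet. White matter carried over with the layer would vary from capture to capture, and the score of a mouse in one subfield correlated with that in another at a mean r of 0.463 within genotypes (17 mice, permutation p = 0.00471, Spearman's rho 0.23, p = 0.0759). That correlation rests on rTg4510 mouse 4 and DN mouse 2, without which r was 0.0654 (15 mice, p = 0.437), so that carried-over white matter and a change in the oligodendrocytes of rTg4510 mice cannot be told apart. A response of oligodendrocytes to mutant tau was not tested and stays open as a hypothesis.

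Prnp was higher in rTg4510 than in tTA mice at both probe sets, with 17 of 18 rTg4510 arrays above every tTA array of their subfield. A candidate explanation is that mRNA of the tau transgene carries Prnp sequence, since responder transgenes of this kind are commonly built in a vector of the mouse prion gene. That predicts a higher Prnp in every rTg4510 mouse, which 17 of 18 falls short of by the DG array labelled rTg4510 mouse 3 (5 of 5 in the DG without it, though it is doubted for its Prnp), a response of the mouse's own Prnp to mutant tau predicts the same, and the sequences of the transgene and of the probes were not used here, so the explanations cannot be told apart. In tTA mice, which carry no tau transgene, Prnp differed from DN mice by −0.45, −0.59 and −0.47 in CA1, CA3 and the DG, and by −0.05, −0.34 and 0.27 without the 5 arrays, which were chosen by Prnp.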

How the results depend on the processing

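Leaving out the 5 arrays whose Prnp goes against their labels, or 7 with the other arrays of DN mouse 5, was chosen only after the data were seen. The cause was not tested for any change given here. Of 9999 values for named genes and called lists under the alternatives, 9692 kept their side of the threshold, 238 no longer passed, 67 came to pass and 2 reversed. The sign changed in 348, of which 345 passed neither way. The other 3 are the median of the ribosomal genes for tTA against DN mice in the mean of the subfields, which was −0.0476 (0.0969 with all mice) without the mice of the 5 arrays and so of the 7, and that of the genes the paper names in CA1 without rTg4510 mouse 4. Lists that were not called are outside this tally. Arrays limit faint genes, whose signal lies near the background.

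For rTg4510 against tTA mice in CA1 (0 called), limma called 1 with an intensity trend, 3 with array weights, 3 with only the 2 genotypes, 1 with the mouse as a random block, 3 without the 5 arrays and 2 without the 7, Fisher's LSD on linear signals called 1, and leaving out single mice gave 0 to 3. In CA3 (1 called) the count was 0 with Fisher's LSD on either scale, with centring, with a random block and with 1 probe set per gene (which left out Prnp and so could not call it), 3 with a trend, and 2 with weights, quantile normalization, only the 2 genotypes or without the 5 or the 7 arrays, and single mice gave 0 to 2. In the DG (0 called) it was 2 without the 5 arrays, 0 without only the 2 DG arrays labelled DN mouse 5 and rTg4510 mouse 3, and 0 without any single mouse.

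For rTg4510 against DN mice in CA1 (1 called) it was 0 with Fisher's LSD on log2 signals, with only the 2 genotypes and with 1 probe set per gene, 2 with LSD on linear signals, 8 with weights, 4 without the 5 arrays and 2 without the 7 (single mice 0 to 4). In CA3 (0 called) it was 5 with weights, 1 with only the 2 genotypes, 1 with a random block, 4 without the 5 arrays and 1 without the 7 (single mice 0 to 4, the 4 without DN mouse 4). In the DG (0 called) it was 1 with a random block, 16 without the 5 arrays and 0 without only the 2 DG arrays labelled DN mouse 5 and rTg4510 mouse 3 (single mice 0 to 1, with 1 without rTg4510 mouse 3 or 6). For tTA against DN mice it was 1 with weights, 2 with a random block and 1 without the 5 arrays in CA1, 3 with a random block and 1 without the 5 arrays in CA3, and 3 with a random block and 13 without the 5 arrays and 0 without only those 2 in the DG (each 0 called, single mice 0 to 1, with 1 without DN mouse 4 in CA1, DN mouse 4 or tTA mouse 4 in CA3, and rTg4510 mouse 3 or tTA mouse 2 in the DG).

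For the mean of the subfields (0 called in each comparison), rTg4510 against tTA mice gave 2 with a random block, 3 with weights, 2 with a trend and 2 without the 3 mice of the 5 arrays (single mice 0 to 2, the 2 without DN mouse 4). The comparison of rTg4510 with DN mice gave 8, 2 and 1 under these, 1 with the filter on dim probe sets and 7 without the 3 mice (single mice 0 to 4, with 4 without DN mouse 4, 2 without DN mouse 6 and 1 without rTg4510 mouse 3), and tTA against DN mice gave 1 with a random block, 2 with weights and 3 without the 3 mice (single mice 0 to 1, with 1 without DN mouse 4 or tTA mouse 3). The differences between subfields in the effect of genotype stayed at 0 under each alternative run.

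Between subfields, pairing the arrays of a mouse as a block changed no direction of these counts, which were 975, 2265 and 2872 with no replicate block. CA1 against CA3 (1059) gave 1613 with weights and 844 without the 7 arrays, and single mice gave 873 to 1109. CA1 against the DG (2474) lay between 2024 and 3154, and single mice gave 2182 to 2517, and CA3 against the DG (3137) lay between 2662 and 4047, and single mice gave 2789 to 3127. The first 3 components held between 22.22% and 24.09% of the variance, and single mice gave 22.29% to 23.65%. The share of subfields in the first component (91.23%) was 11.03% with scaling (single mice 90.47% to 92.4%), and in the second (31.64%) 75.66% with scaling, 63.31% with the filter and 13.92% without the 7 arrays (single mice 0.0219% to 62.17%). The share of genotypes in the variance of the mice's mean scores on the first (9.578%) was 5.549% with the filter, 5.696% without the 5 arrays and 0.4377% without the 7 (single mice 4.921% without tTA mouse 4 to 20.47% without rTg4510 mouse 6).

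Of the list tests 37 passed, and 0 with an estimated correlation or fry (single mice 22 to 45, the 22 without rTg4510 mouse 4). For rTg4510 against tTA mice these are 26, 0 and 0 (single mice 13 to 26), and for tTA against DN mice 11, 0 and 0, with 20 over all probe sets of the genes (single mice 6 to 19, with 7 without DN mouse 1, 19 without DN mouse 2, 6 without DN mouse 3 and 7 without tTA mouse 2). Of the tests of the lists from 6.1 months 9 passed, and 0 with an estimated correlation or fry (single mice 7 to 12).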

Differences from the paper's values

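No test in this part was chosen only after the results were seen.

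For rTg4510 against tTA mice at 4.5 months, at the paper's threshold of 0.05, the paper's count in CA1 is about 1 in Fig. 12B, read by eye, and the count here is 0 (limma, with 898 at an unadjusted p under 0.05, and 0 from Fisher's LSD on log2 signals). Of the 27 alternatives set before the data were examined, 3 reach the paper's count, namely Fisher's LSD on linear signals, an intensity trend and the mouse as a random block, and 24 do not. The paper's count in CA3 is about 0 in Fig. 12B, read by eye, and the count here is 1. There 18 of the 27 alternatives reach the paper's count, namely Fisher's LSD on log2 and on linear signals, centring on the median, the mouse as a random block, 1 probe set per gene (which left out Prnp, the gene called here, and so is no test of it) and leaving out any of 13 of the 17 mice, and 9 do not. In the DG the count here is 0 (limma, with 1293 at an unadjusted p under 0.05, and 0 from Fisher's LSD), and it matches the number printed in Fig. 12B.

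The paper states in the legend of Fig. 12 that the subfields separate along the second principal component. It states that the genotypes separate along the first, especially at 6.1 months. Here subfields made up 91.2% of the first component and 31.6% of the second, and genotypes made up 9.58% of the variance of the mice's mean scores on the first. The paper's components were computed over both ages, and those here over 4.5 months alone. With each probe set scaled to the same variance, an alternative set before the data were examined, subfields made up 11.0% of the first component and 75.7% of the second. The 3 components together held 22.5% of the variance, and about 21% in Fig. 12B, read by eye.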

Other observations

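The fits without the 5 arrays whose Prnp goes against their labels, and the genes named from them, were chosen only after the data were seen.

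Of the 24 tests of the probe sets that change at 6.1 months, 9 passed with camera, 7 of them in the direction of the later change and 2 against it. Of the 1009 probe sets that the paper's Table S4 lists as higher in CA1 at 6.1 months, 758 (75.1%) were higher in CA1 here, with a median log2 difference of 0.23 (adjusted p = 1.3e-11 from camera, adjusted p = 0.114 with an estimated correlation), and of the 725 listed as lower, 446 (61.5%) were lower (median −0.08, adjusted p = 0.08). Together 69.4% of the probe sets of Table S4 kept their sign, with 2 of 100 splits of the mice as large and the highest other at 70.01%. That share of splits is not adjusted for the tests of Tables S5 and S6, so it is weak ground for excluding chance. Of the 71 probe sets listed as higher in CA3 in Table S5, 57 (80.3%) were higher in CA3 here (median 0.22, adjusted p = 3.6e-07, adjusted p = 0.114 with an estimated correlation). Those listed as lower in CA3 gave 48.0% (adjusted p = 0.179), and the probe sets of Table S6 gave 34.6% of those higher in the DG (adjusted p = 0.391) and 62.1% of those lower (adjusted p = 0.644). Table S5 holds 169 probe sets under the title of CA3, while Fig. 13 prints that number beside the DG and the number of Table S6, titled DG, beside CA3, and the titles of the tables were followed. Between CA1 and CA3 the lean was not particular to the matching subfield, since the probe sets higher in CA1 at 6.1 months were also higher in CA3 here (65.7%, adjusted p = 6.1e-07, adjusted p = 0.164 with an estimated correlation) and those higher in CA3 at 6.1 months were also higher in CA1 (67.6%, adjusted p = 4.0e-05, adjusted p = 0.193 with an estimated correlation). Neither set passed in the DG, where 56.3% (adjusted p = 0.079) and 31.0% (adjusted p = 0.144) were higher. The probe sets lower in the DG at 6.1 months went the other way, with 22.7% lower in CA1 (adjusted p = 0.00129, adjusted p = 0.193 with an estimated correlation) and 28.8% lower in CA3 (adjusted p = 0.000683, adjusted p = 0.458 with an estimated correlation). Of the probe sets that Table S1 lists for the whole hippocampus, 74.3% of the 101 higher (adjusted p = 1.8e-09, adjusted p = 0.164 with an estimated correlation) and 71.9% of the 64 lower (adjusted p = 0.0067, adjusted p = 0.483 with an estimated correlation) had the same sign in CA1. The shares of Table S1 in CA3 were 63.4% (adjusted p = 0.0067, adjusted p = 0.247 with an estimated correlation) and 62.5% (adjusted p = 0.16), and those in the DG 52.5% (adjusted p = 0.644) and 46.9% (adjusted p = 0.684).

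The genes that the paper names for 6.1 months did not pass at 4.5 months over all probe sets tested, while 4 of 13 passed in CA1 when adjusted over the list alone, among them Gfap (adjusted p = 0.0142 from limma) and Tyrobp (adjusted p = 0.0328). Dlg4 and Spp1 are not among the 13, so the values of the list leave them out. Gad2, an enzyme of GABA synthesis, differed between rTg4510 and tTA mice by 0.13 (standard error 0.43) in CA1, −0.17 (standard error 0.49) in CA3 and 0.35 (standard error 0.35) in the DG, and the neuropeptide gene Npy by −0.57 (standard error 0.55), 0.54 (standard error 0.62) and −0.07 (standard error 0.29). Dlg4, which encodes the postsynaptic protein PSD-95, differed by 0.51 (standard error 0.46), 0.14 (standard error 0.30) and −0.03 (standard error 0.28), and its other probe set by 0.13, −0.43 and −0.13. C4b differed by 0.14 in CA3 and −0.43 in the DG, Gfap by 1.02 and 0.15, Tyrobp by 1.43 in CA1 and −0.88 in the DG, Jun by 1.42 and 0.13, Spp1 by 0.39 and 0.25, and Trem2 by −0.26 and −0.08 (its other probe set by −0.05 and 0.02). Spp1 lay between 0.98 and 1.38 in tTA arrays of CA1 and between 1.02 and 1.14 in those of the DG. These signals are below the median of an array, so the size of its differences is uncertain. The list of the genes the paper names, chosen by the study on other samples, had a median of 0.21 in CA1 (8 of 13 higher, adjusted p = 0.018, 0.359 without rTg4510 mouse 4 with the median then below 0, and adjusted p = 0.811 with an estimated correlation), 0.14 in CA3 (adjusted p = 0.216) and −0.07 in the DG (adjusted p = 0.832). Of the transgenes' own genes and insertion sites, Mapt differed by 0.61, 0.32 and 0.44 in CA1, CA3 and the DG (its other probe sets by 0.08, −0.33 and −0.48 and by 0.44, −0.15 and 0.91), Camk2a by −0.01, −0.08 and 0.23, Fgf14 by −0.43, −0.59 and −0.48, Vipr2 by −0.17, 0.07 and −0.04, and Ncapg2 by 0.22, −0.58 and −0.04, and none passed.

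In tTA against DN mice, genes of synapses were lower as a group in CA1, with a median of −0.155 (6 of 29 higher, adjusted p = 0.000207, adjusted p = 0.66 with an estimated correlation). The median was −0.28 without the 5 arrays, which drops the CA1 array labelled DN mouse 4. Camk2b, a subunit of a calcium-dependent kinase, differed by −0.90 (standard error 0.25) and the scaffold protein Homer1 by −1.45 (standard error 0.41), the 2 members that passed when adjusted over the list alone. In the DG the synapse genes had a median of −0.145 (adjusted p = 0.0447, 0.782 without tTA mouse 5, and adjusted p = 0.863 with an estimated correlation). Genes induced by neuronal activity had a median of −0.226 in CA1 (6 of 20 higher, adjusted p = 0.018, 0.174 without DN mouse 3, and adjusted p = 0.697 with an estimated correlation), among them Arc at −1.21 (standard error 0.35). Genes of oxidative phosphorylation and ribosomal proteins had medians of 0.143 and 0.14 in CA1 (adjusted p = 0.000181 and 0.00082), lost without DN mouse 4 (0.217 and 0.325), and adjusted p = 0.811 and 0.863 with an estimated correlation. Genes of microglia had a median of 0.218 in the DG (adjusted p = 0.0486, 0.335 without DN mouse 1, and adjusted p = 0.863 with an estimated correlation). Leaving out the 5 arrays gave them a median of 0.355 there (adjusted p = 0.00017 from camera). Lists of complement, the inflammatory network, astrocytes, interneurons and genes the paper names then passed in the DG too (adjusted p = 0.013, 0.018, 0.031, 0.0029 and 0.0021 from camera at its preset correlation). With all arrays, an estimated correlation gave these lists adjusted p = 0.863, 0.863, 0.892, 0.863 and 0.697 there. Without the 5 arrays the synapse genes no longer passed in the DG (adjusted p = 0.405).

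Without the 5 arrays, 13 probe sets passed in the DG of tTA against DN mice and 16 in that of rTg4510 against DN mice, against 0 in either when only the 2 DG arrays labelled DN mouse 5 and rTg4510 mouse 3 were left out, so that these calls also need the DG array labelled DN mouse 4 left out. Doc2b, a calcium sensor of vesicle fusion, differed by −4.03 in tTA mice (adjusted p = 1.75e-05) and by −4.17 in rTg4510 mice (adjusted p = 2.0e-05), and the chemokine Cxcl12 by −4.25 (adjusted p = 1.75e-05) and −3.92 (adjusted p = 3.18e-05). Ptgs2, an enzyme of prostaglandin synthesis, differed by −2.36 in rTg4510 mice (adjusted p = 0.00438) and passed in tTA mice too (adjusted p = 0.0197), and Car4 differed by 2.80 in tTA mice (adjusted p = 0.00604) and 2.50 in rTg4510 mice (adjusted p = 0.0132). The 2 comparisons share the DN mice and are not independent.

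Other lists did not pass for rTg4510 against tTA mice in CA1, CA3 or the DG. Their adjusted p values, in this order, were 0.681, 0.99 and 0.834 for neuronal activity, 0.664, 0.724 and 0.947 for oligodendrocyte precursors, 0.947, 0.782 and 0.533 for choroid plexus, 0.387, 0.70 and 1 for heat shock, 0.979, 0.253 and 0.509 for interferon response, and 0.729, 0.88 and 0.921 for immature neurons. They were 0.264, 0.603 and 0.529 for cell death, 0.99, 0.782 and 0.589 for cholesterol synthesis, 0.947, 0.947 and 0.434 for markers of the DG, 0.683, 0.633 and 1 for markers of CA1, and 0.268, 0.596 and 0.419 for markers of CA3. No list's score differed between subfields in the effect of genotype (66 tests, smallest two-sided exact p = 0.0368 for microglia between CA1 and the DG, adjusted p = 0.772).

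Each count was set against 100 splits of the mice, the real one included. Chance can be excluded for the subfields, where 1 split, the real one, gave a count as large in each comparison (1059, 2474 and 3137, highest other 1, 2 and 1). For rTg4510 against DN mice in CA1 (1 probe set), 3 of the 100 splits gave a count as large, with the highest other also at 1. That share is not adjusted for the 14 counts of genotype comparisons, so it is weak ground for excluding chance. Chance cannot be excluded for the shares of Table S5 (61.54%, highest other 68.64%, with 14 splits as large) and Table S6 (50%, highest other 72.03%, with 51). Nor can it be for the number of lists called in rTg4510 against tTA mice (26, highest other 34, with 9). The same holds in tTA against DN mice (9 when adjusted over its 88 tests alone, highest other 23, with 71). Of the 99 other splits, 94 called some list in the former comparison and 95 in the latter. The count for rTg4510 against tTA mice in CA3 does not exclude chance either (1 probe set, highest other 2, with 6 splits as large). That probe set is of Prnp, and a count of 1 cannot weigh a single gene. In CA3 every rTg4510 array (lowest 9.587) lay above every tTA array (highest 8.354). So did those of CA1 (9.964 against 8.459), and 5 of 6 did in the DG. The paper's Tables S4, S5 and S6 list it as higher in older mice too (fold changes 4.67, 3.34 and 4.56). These values argue against chance for Prnp. For the other comparisons of genotypes limma's count was 0, which each of the 100 splits reaches, so the splits say nothing there. Their highest other counts were 1 in CA1 and 1 in the DG for rTg4510 against tTA mice, 1 in CA3 and 7 in the DG for rTg4510 against DN mice, and 1, 1 and 2 in CA1, CA3 and the DG for tTA against DN mice. The means of the subfields gave 2, 1 and 4, and the differences between subfields 1 and 2. The counts of 0 stand beside 898, 1293, 892, 1070, 1038, 1388 and 1179 probe sets within a subfield at an unadjusted p under 0.05, in the same order, and Fisher's LSD on log2 signals called 0 in each.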
